# CDC42 governs normal oviduct multiciliogenesis through activating AKT to ensure timely embryo transport

**DOI:** 10.1038/s41419-022-05184-y

**Published:** 2022-09-02

**Authors:** Ruiwei Jiang, Xiaofang Tang, Jiale Pan, Gaizhen Li, Ningjie Yang, Yedong Tang, Shilei Bi, Han Cai, Qionghua Chen, Dunjin Chen, Haibin Wang, Shuangbo Kong

**Keywords:** Mechanisms of disease, Infertility

## Abstract

Ciliated and secretory cells are two major cell types that comprise the oviduct epithelia. Accumulating evidences support a role of oviductal multiciliated epithelia for embryo transport, however the mechanisms underlying this specialized cell type differentiation remain elusive. Here, we report that CDC42 depletion in oviduct epithelia hampers the morphogenesis of multiciliated cell, and results in embryo retention, leading to early pregnancy failure. Utilizing the oviduct organoid model, we further observed that CDC42 guides secretory cells transition into multiciliated cells independent of its GTPase activity and the well-known Notch pathway. Further exploration uncovered the AKT as a novel indispensable regulator for multiciliated cells differentiation, whose activity was maintained by CDC42 through interacting with the p110β. Consistently, re-activating AKT partially incites multiciliated cells differentiation in *Cdc42* knockout oviductal organoids. Finally, low levels of CDC42 and phospho-AKT with reduced multiciliated cells in the oviduct are observed in women with ectopic pregnancy. Collectively, we provide previously unappreciated evidence that CDC42-AKT signaling is a critical determinant for morphogenesis of oviduct multiciliated cell, which possesses the clinical application in understanding the pathology of ectopic pregnancy and facilitating the development of prevention strategies.

## Introduction

Oviducts (analogous to the fallopian tube in humans) are a pair of narrow tubular structure that serves as a conduit between the ovary and the uterus to support fertilization, preimplantation embryonic development and timely transport of embryo [1]. Fertilization occurs in the ampulla, then developing embryo pass the isthmus and uterotubal junction to enter the uterine cavity for implantation in the endometrium. Embryo transport is believed to be achieved by complex interaction of smooth muscle contraction, cilia beating, and flow of tubal fluid in the oviduct [2, 3]. When a preimplantation embryo does not properly traverse the fallopian tube, for example, due to an obstruction or constriction in the luminal space, the incidence of infertility, and ectopic pregnancy in women will significantly increase [4].

The oviductal mucosal epithelium consists of two major cell types: multiciliated cells and nonciliated secretory cells. The distribution of these two cell types is not equal along the whole oviduct, with the relatively high proportion of multiciliated cells in the infundibulum and ampulla compared with a low proportion in the isthmus and uterotubal junction [5]. Multiciliated cells are thought to be important for embryo transport since they bear the motile cilium structure for beating to guide the flow direction. Evidence is accumulating for the important and possibly preeminent role of multiciliated cells in the isthmus and ampulla during the embryo transport process, although the relative contributions of smooth muscle contraction remain debatable [2, 6–8]. Despite the importance of oviductal epithelial cell dynamics in homeostasis and disease, the mechanisms underlying the cell fate determination of multiciliated cell remain indescribable. Electron microscopy shows that occasional epithelial cells in fallopian tube possess the features of both ciliated and secretory cells, suggesting that these two cell types might be interchangeable [9]. Using the in vitro cultured organoid derived from human fallopian tube epithelia, it was demonstrated that bipotent tubal epithelial stem cells can give rise to both ciliated and secretory cells [10]. In vivo lineage tracing also reveals that PAX8 positive secretory cells act as oviductal epithelial progenitors, which expand over time to repopulate the whole oviductal epithelium and give rise to FOXJ1 positive ciliated cells [11]. Recent single-cell transcriptomic profiling of human fallopian tube specimens provides a molecular trajectory whereby secretory cells differentiate into ciliated cells via a RUNX3^high^ intermediate, while the data from mice identified transcriptionally distinct populations of secretory and multiciliated cells restricted to the distal and proximal regions of the oviduct [12, 13]. The process of multiciliated cells differentiation, or multiciliogenesis, requires the activation of a unique transcriptional program that specifies cell fate and allows the massive amplification of centrioles [14]. Seminal work has demonstrated that Inhibition of Notch causes the trans-differentiation of secretory cells into multiciliated cells in multiple tissues, including the airway and oviduct [10, 15–17]. However, the underlying mechanism besides Notch signaling regulating multiciliated cell differentiation remains elusive.

CDC42, a member of the small Rho GTPase family, regulates multi-cellular functions, including actin cytoskeletal dynamics, membrane trafficking, transcription, and cell cycle progression [18, 19]. CDC42 is an essential regulator of epithelial morphogenesis, through coordination of apical membrane morphogenesis, lumen formation, and junction maturation. Typically, the apical membrane of luminal epithelium consists of tightly structured microvilli or motile cilia in tissue dependent context [20]. Interestingly, previous studies have found that CDC42 regulates the primary ciliogenesis of kidney tubular epithelial cells [21, 22]. However, the role of CDC42 in oviduct multiciliogenesis has not been thoroughly described until now. Here we report that conditional knockout of *Cdc42* in the oviduct epithelial cells at the isthmus region causes decreased number of multiciliated cells, contributing to retention of embryos in the isthmus, eventually leading to early pregnancy failure. CDC42 directs the cell fate transition of oviduct secretory cells into multiciliated cells independent on its GTPase activity or Notch signaling, and further exploration uncovered the AKT as an indispensable regulator, whose activity was regulated by CDC42 through interacting with the P110β. Finally, the decreased expression of CDC42 and phospho-AKT with reduced number of ciliated cells are also evidenced in the fallopian tube of women with ectopic pregnancy, indicating the significance of CDC42-PI3K-AKT signaling axis in morphogenesis of multiciliated cells and ectopic pregnancy, which will provide insightful information for the development of new therapeutic strategies.

## Results

### Loss of CDC42 in the oviduct leads to defective embryo transport

To detect the expression and location of CDC42 in mouse oviducts from days 1 to 4 of pregnancy (D1–4), we performed in situ hybridization and immunohistochemistry (IHC) and demonstrated that CDC42 was mainly located in the epithelial cells of the infundibulum, ampulla, isthmus, and uterotubal junction (Fig. 1a and Supplementary Fig. 1). A progesterone receptor Cre line (*Pgr*^*Cre*^) was bred with *Cdc42*^*f/f*^ mice to create conditional knockout of *Cdc42* in reproductive tract (termed *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice) beginning around 6 days after birth [23]. qPCR and western blot assays showed that CDC42 was reduced in the *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice compared with the *Cdc42*^*f/f*^ mice, while IHC data further confirmed that CDC42 was absent only in the isthmus region of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice (Fig. 1b–d). There were no pups born in *Pgr*^*Cre*^*Cdc42*^*f/f*^ females after a 6-month breading, and we found that none of the *Pgr*^*Cre*^*Cdc42*^*f/f*^ female showed implantation sites as visible by blue dye reaction, albeit morphologically normal blastocysts can be recovered by flushing the *Pgr*^*Cre*^*Cdc42*^*f/f*^ uteri on D5 and D6 (Fig. 1e). The potential ovarian defects were excluded by the fact of similar ovarian steroid hormones estradiol-17β (E2) and progesterone (P4), as well as normal expression of P450- Side Chain Cleavage Enzyme (scc) in *Cdc42*^*f/f*^ and *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice on D4 (Supplementary Fig. 2).

**Fig. 1:**
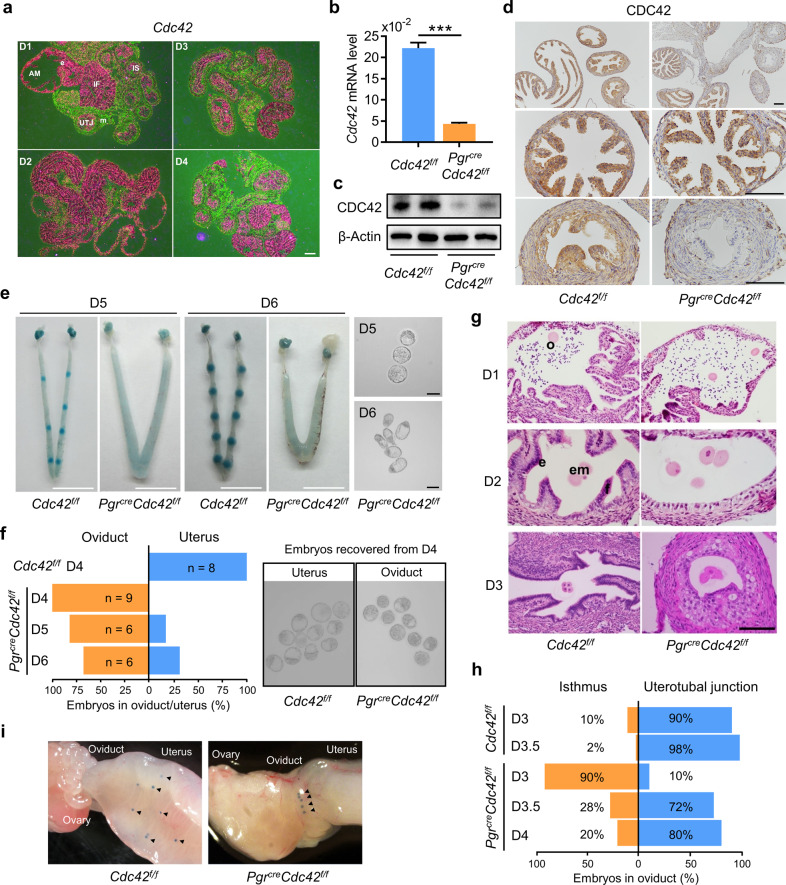
Loss of CDC42 in the oviduct leads to defective embryo transport. **a** In situ hybridization of *Cdc42* mRNA in D1-4 oviducts. **b** RT-qPCR analysis of *Cdc42* mRNA and **c** Western blot analysis of CDC42 protein in *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts. **d** Immunostaining showed that CDC42 was lost in the isthmus, but not in the ampulla of *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts. **e** *Pgr*^*cre*^*Cdc42*^*f/f*^ mice exhibit implantation failure recovered with small numbers of morphologically normal blastocysts upon flushing the uterine horn on day 5 and 6 of pregnancy. **f** Percentage of embryos recovered from oviducts or uteri. Recovered blastocysts from *Cdc42*^*f/f*^ mouse uteri and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 4. **g** Oocytes in the ampulla on day 1 and embryos in the isthmus on day 2 of both *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mice. Embryos enter in the uterobutal junction of *Cdc42*^*f/f*^ mice, while retained in the isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mice on day 3. **h** Percentage of embryos recovered from the isthmus and uterotubal junction. **i** Affi-Gel Blue Gel beads transferred into the oviduct umbrella of D1 pseudopregnant mice enter in the uterus of *Cdc42*^*f/f*^ mice, while retained in the isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mice on day 4. Arrowheads, sites of transferred gel beads. IF infundibulum, AM ampulla, IS isthmus, e epithelium, em embryo, o oocyte. Black scale bars, 100 μm. While scale bars, 1 cm.

The relative less embryos retrieved from Cdc42 deficient mice led us to postulate that the embryo transport through the oviduct may be impeded. We found that all the blastocysts had entered the uterus on D4 in the control *Cdc42*^*f/f*^ mice. However, in *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice, all the embryos were retained in the oviduct on D4, with only 15% and 28% embryos entered the uteri on D5 and D6, respectively (Fig. 1f). Although embryos were observed in infundibulum, ampulla, and isthmus in *Cdc42*^*f/f*^ and *Pgr*^*Cre*^*Cdc42*^*f/f*^ mouse oviducts from D1 to D3 (Fig. 1g), there was only 10% embryos passed the isthmus on D3 in *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice compared with 90% in *Cdc42*^*f/f*^ mice. There were 28% embryos retained in isthmus in *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice compared with none in D3.5 *Cdc42*^*f/f*^ mice. Even on D4, there were still 20% embryos restricted in isthmus of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice (Fig. 1h). To confirm the autonomous defect of knockout oviduct, we transplanted the Affi-Gel Blue Gel beads into the ampulla of pseudo-pregnant mice to exclude the potential embryonic factor attributed to the hostile environment. Similarly, the blue beads all entered the uterine cavity in the pseudo-pregnant *Cdc42*^*f/f*^ mice on D4, but were retained in the oviductal isthmus of pseudo-pregnant *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice on D4 (Fig. 1i). The above results indicated that knockout of *Cdc42* in the epithelial cells of the oviductal isthmus led to defective embryo transport, resulting in blastocysts retention in oviduct, and contributing to the early pregnancy failure in *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice.

### CDC42 deficient mice lacks multiciliated cells in the oviduct

To further determine the role of CDC42 in oviduct, RNA-seq analysis was applied in the *Cdc42*^*f/f*^ and *Pgr*^*Cre*^*Cdc42*^*f/f*^ oviduct on D2. There were 915 genes up-regulated and 893 genes down-regulated in the *Pgr*^*Cre*^*Cdc42*^*f/f*^ oviduct compared with the control. Gene ontology (GO) enrichment analysis of Down-regulated genes in the *Pgr*^*Cre*^*Cdc42*^*f/f*^ mouse oviducts were abundantly enriched in the cilia movement and cilia assembly pathways, as well as cell-cell adhesion and smooth muscle contraction (Fig. 2a). Both RNA-Seq and qPCR evidenced that the expression of ciliary movement related genes *Cfap69*, *Rsph1*, *Dnaaf1*, *Dnah1*, *Dnaic2*, and *Ccdc40*, the key multiciliogenesis transcription factors *Mcidas*, *Trp73* and *Foxj1*, and basal body amplification regulators *Ccno*, *Deup1*, and *Myb* were significantly reduced in *Pgr*^*Cre*^*Cdc42*^*f/f*^ oviduct (Fig. 2b, c). The expression of acetylated tubulin (Ac-tubulin), a marker of ciliated cells, revealed that ciliated cells were most abundant in the ampulla followed by ampulla-Isthmus junction (AIJ) and isthmus in *Cdc42*^*f/f*^ mouse oviducts. While the ciliated cells dramatically decreased in *Pgr*^*Cre*^*Cdc42*^*f/f*^ isthmus, which recapitulated the recombination activity of *Pgr*^*Cre*^ in oviductal isthmus (Fig. 2d, e). Similar reduction was also observed in D3 *Pgr*^*Cre*^*Cdc42*^*f/f*^ mouse oviducts (Supplementary Fig. 3a). Using transmission electron microscopy, we found that the multiciliated cells in the control oviductal isthmus presented a classical motile ciliated cell structure (9 + 2) and normal basal body docking. However, normal motile cilia and basal bodies were absent in the oviductal isthmus of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice, but with dense microvilli (Fig. 2f). Immunofluorescence staining with anti-pericentrin, a marker for basal body, unraveled clustered basal bodies localized at the ciliary root in the control, but only a few scattered basal bodies were found in the oviductal isthmus of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice, indicating the defective amplification of basal body (Supplementary Fig. 3b). These results were further confirmed by immunostaining of PAX8, a marker of secretory cells, and FOXJ1, another ciliated cell fate determinant by regulating basal body docking and axoneme formation in late-stage ciliogenesis [24]. Specifically, some PAX8 and FOXJ1 dual positive cells were found in the control oviductal isthmus, indicating the transition of secretory cells into ciliated cells (Fig. 2g). Reduction of the multiciliated cells in the oviductal isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mice could be caused by either increased ciliated cell death or deficient ciliated cell transition. TUNEL and cleaved caspase 3 staining showed a very few apoptotic cells in *Pgr*^*cre*^*Cdc42*^*f/f*^ and *Cdc42*^*f/f*^ oviduct (Supplementary Fig. 3c, d), indicating that absence of multiciliated cells in *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts was not caused by cell apoptosis. Transcription factor TAp73 (p73) had been implicated in cell fate decisions, affecting the balance between the ciliated and the secretory cell population in the airway epithelium [25, 26]. There was a large part of p73 positive cells in the oviduct expressing Ac-tubulin, implying the ciliated cell fate commitment by p73 (Fig. 2h). However, the ratio of p73 positive cells was significantly reduced in the oviductal isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mice (Fig. 2i). All the above data indicated that reduced multiciliated cells number in the oviductal isthmus of CDC42 deficient mice resulted from the impaired multiciliogenesis regulatory network and multiciliated cells differentiation.

**Fig. 2:**
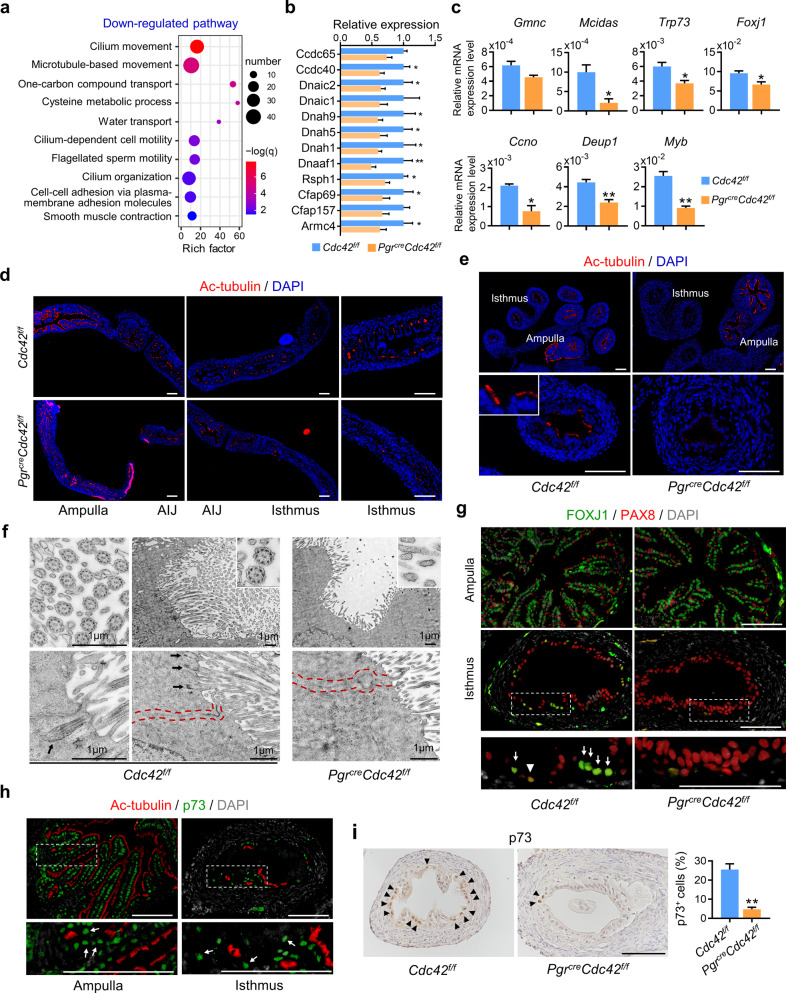
CDC42 deficient mice lacks multiciliated cells in the oviduct. **a** Go enrichment analysis of down-regulated genes in the *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **b** Relative expression levels of ciliary movement related genes were decreased in the *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **c** RT-qPCR analysis of genes involved in transcription regulation of multiciliogenesis, Gmnc, Mcidas, Trp73, and Foxj1, and genes regulating basal body amplification, *Ccno*, *Deup*, and *Myb* between the *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **d** Immunostaining of acetylated tubulin (Ac-tubulin) in the longitudinal section of oviducts to show cilia distribution in the ampulla, ampulla-isthmus junction (AIJ) and isthmus of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mice on day 2. **e** Immunostaining of Ac-tubulin in the cross section of ampulla and isthmus of the *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts in diestrus. **f** Transmission electron microscopy showed the “9 + 2” motile cilia and positioned basal bodies (arrows) in the isthmus of *Cdc42*^*f/f*^ mouse oviducts, while only microvillus in the isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on D2. **g** Dual immunostaining showed the FOXJ1^+^ ciliated cells (arrows) and PAX8^+^ secretory cells in the isthmus of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts, noting the FOXJ1 and PAX8 dual-positive cells (arrowheads) in the *Cdc42*^*f/f*^ mice in diestrus. **h** Dual immunostaining of Ac-tubulin and p73 in the ampulla and isthmus of *Cdc42*^*f/f*^ mice, noting the p73^+^ Ac-tubulin^-^ cells which have committed to ciliated cell fate (Arrows) in diestrus. **i** Immunostaining of p73 in the isthmus showed reduced number of p73^+^ cells (arrowheads) in the *Pgr*^*cre*^*Cdc42*^*f/f*^ mice in diestrus. Scale bars, 100 μm. Mean ± SD. *P < 0.05, **P < 0.01, Student’s *t* test.

### CDC42 deficiency impairs the epithelial cell junctions and associates with augmented inflammation in the oviduct

According to the known important role of CDC42 on cellular junction, we detected the expression of adhesion junction protein E-cadherin and β-Catenin. The epithelial cells of the *Cdc42*^*f/f*^ mouse oviducts showed a pseudostratified columnar epithelial distribution as characterized by E-cadherin and β-Catenin (Supplementary Fig. 4a, b). However, the epithelial cells in the *Pgr*^*Cre*^*Cdc42*^*f/f*^ isthmus were disordered and stratified arrangement, whereby E-cadherin and β-Catenin mis-localized on the basal side of epithelial cells. We next detected the expression of tight junction proteins ZO-1 and Claudin-7. ZO-1 was detected as dots and whisker-like lines at the apical-lateral border of the plasma membrane, and Claudin-7 was entirely localized to the basal and lateral cytoplasmic region in the oviductal isthmus of *Cdc42*^*f/f*^ mice, while ZO-1 was diffusely distributed and Claudin-7 was weakly expressed in the oviductal isthmus of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice (Supplementary Fig. 4c, d). The expression of PAR-3, an important participant of tight junction by interacting with CDC42 [27], showed similar expression pattern with ZO-1 and was overt disrupted in the absence of CDC42. The defective tight junction in *Pgr*^*Cre*^*Cdc42*^*f/f*^ isthmus was further confirmed by transmission electron microscopy, and the absence of desmosomes was also observed in *Pgr*^*Cre*^*Cdc42*^*f/f*^ isthmus (Supplementary Fig. 4e). These results clearly indicated that oviduct CDC42 was indispensable for the epithelial junction formation.

Gene ontology (GO) enrichment analysis of up-regulated genes showed that leukocyte migration and inflammatory signaling pathways were significantly enriched, in addition to collagen metabolism pathway (Supplementary Fig. 5a, b). Quantitative PCR confirmed that the mRNA levels of inflammatory factors *Tnfa (Tumor Necrosis Factor Alpha)*, *Il6* and chemotactic factors *Ccl2* (with monocytes chemotactic activity), *Csf1* (with macrophage chemotactic activity) and *Cxcl15* (with neutrophil chemotactic activity) were significantly increased in the *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice than that in the control (Supplementary Fig. 5c). Immunofluorescence assay showed that infiltration of CD45 positive leukocytes and F4/80 positive macrophages was significantly increased in the oviductal isthmus of *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice than that in the control (Supplementary Fig. 5d). Previous studies have reported that CDC42 deficiency in kidney and lung epithelium is associated with tissue collagen deposition and fibrosis [22, 28]. There was abundant deposition of collagen, especially collagen I, under the epithelial cells of the oviductal isthmus in *Pgr*^*Cre*^*Cdc42*^*f/f*^ mice, which was absent in the control (Supplementary Fig. 5e). These results indicated that the loss of CDC42 in the epithelial cells of oviductal isthmus led to a pro-inflammatory and pro-fibrosis status, which may partly contribute to the impaired oviductal embryo transport.

### CDC42 controls oviductal secretory cells transition into multiciliated cells independent of its GTPase activity

To further explore the intrinsic role of CDC42 on multiciliated cells differentiation, the primary epithelial cells derived from the oviductal isthmus were embedded in Matrigel to form oviductal organoids (Fig. 3a). Although the *Cdc42* knockout epithelial cells from the *Pgr*^*cre*^*Cdc42*^*f/f*^ mice developed into organoids, the organoid formation capability was lower than the control organoids within 6 days (Supplementary Fig. 6a, b). Inhibition of Notch signal initiated the differentiation of precursor cells into ciliated cells, and supplement of Estrogen (E2) promoted the differentiation of ciliated cells in endometrial organoids and oviductal organoids [10, 29, 30]. After the treatment with E2 and Notch inhibitor Dibenzazepine (DBZ) for 6 days, the Ac-tubulin/p73 dual positive ciliated cells augmented significantly in *Cdc42*^*f/f*^ oviductal organoids, but remained sporadic in *Pgr*^*cre*^*Cdc42*^*f/f*^ oviductal organoids (Fig. 3b). This phenotype was further documented by FOXJ1 expression co-stained with PAX8, indicating CDC42 deficiency resulted in PAX8^+^ secretory failed to differentiate into FOXJ1^+^ multiciliated cells (Fig. 3c). To exclude the influence of long-term absence of CDC42 on organoid formation using *Pgr*^*cre*^*Cdc42*^*f/f*^ mice, CDC42 intact organoid was first established from *Cdc42*^*f/f*^ oviduct and then ablated by an adenovirus expressing the Cre recombinase gene (Ad-Cre) to establish *Cdc42* knockout (AdKO) oviductal organoids (Fig. 3d, e and Supplementary Fig. 6c). Consistently, the multiciliated cells were also declined remarkably in *Cdc42* AdKO oviductal organoids after induced by E2 and DBZ (Fig. 3f), indicating the cell-autonomous and essential role of CDC42 on multiciliogenesis.

**Fig. 3:**
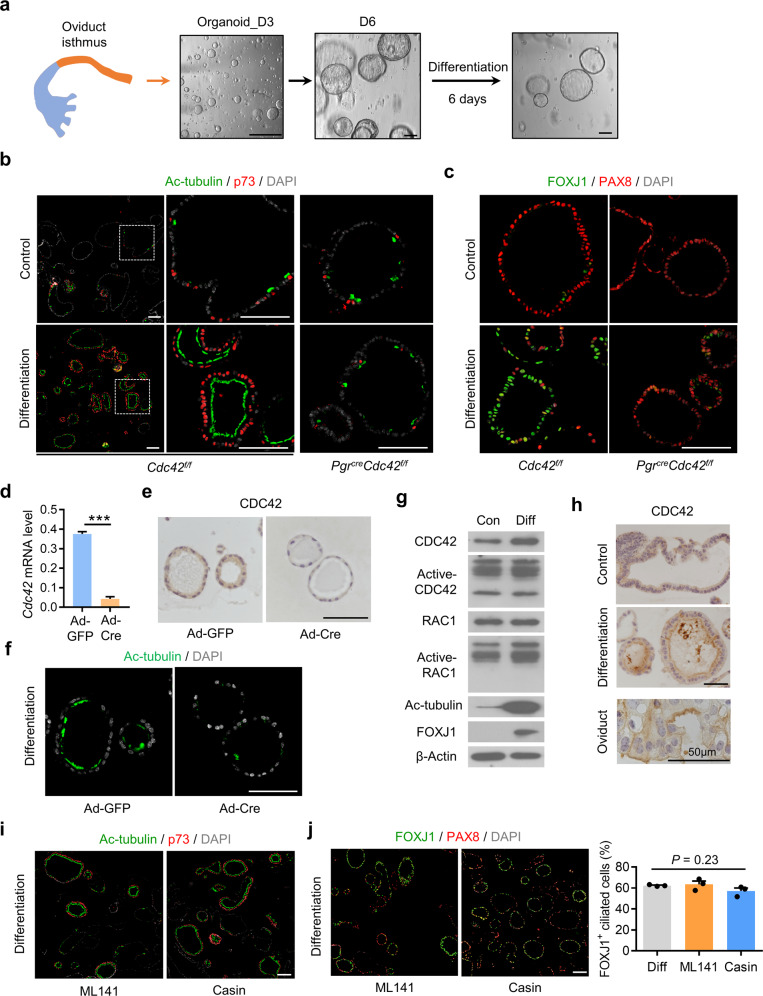
CDC42 controls oviductal secretory cells transition into multiciliated cells independent of its GTPase activity. **a** Primary epithelial cells from the isthmus were embedded in Matrigel to form oviductal organoids. (**b**, **c**) Oviductal organoids from the isthmus of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts were treated with 1 × 10^−8 ^M Estrogen (E2) and 1 μM Notch inhibitor DBZ for 6 days to induce multiciliated cells differentiation, then subjected to immunostaining of Ac-tubulin and p73 (**b**) or FOXJ1 and PAX8 (**c**). **d**, **e** Organoids from the *Cdc42*^*f/f*^ mouse oviducts were infected with adenovirus expressing the Cre recombinase gene (Ad-Cre), then subjected to RT-qPCR (**d**) and IHC (**e**) to detect the expression of CDC42 mRNA and protein. **f** *Cdc42*^*f/f*^ oviductal organoids infected with Ad-GFP or Ad-Cre were treated with E2 and DBZ, then subjected to immunostaining of Ac-tubulin. **g** Protein extracts of *Cdc42*^*f/f*^ oviductal organoids before and after E2 + DBZ treatment were subjected to western blot assay with indicated antibodies and CDC42-GTP or RAC1-GTP pull-down assays. **h** IHC assay showed CDC42 localization in the cytoplasm of epithelial cells and cilia of multiciliated cells in the organoids and oviducts. **i**, **j** *Cdc42*^*f/f*^ oviductal organoids were treated with E2, DBZ, and CDC42 activity inhibitors, ML141 (10 μM) or Casin (5 μM), then subjected to immunostaining of Ac-tubulin and p73 (**i**) or FOXJ1 and PAX8 (**j**). Scale bars, 100 μm. Mean ± SD. ***P < 0.001, Student’s *t* test. *P* = 0.23, ANOVA test.

We next interrogated whether the GTPase activity of CDC42 was required for the regulation of multiciliognesis. After E2 and DBZ induced ciliated cell differentiation as evidenced by the up-regulated Ac-tubulin and FOXJ1, the expression levels of CDC42 mRNA and protein increased notably, but the level of active-CDC42 did not show overt change, as well as active-RAC1 (Fig. 3g and Supplementary Fig. 6d, e). IHC assay revealed that increased expression of CDC42 localized in the cytoplasm and cilia in the differentiated organoids and oviduct tissues (Fig. 3h and Supplementary Fig. 6f). Then, two different CDC42 activity selective inhibitors (ML141 or Casin) were applied during the induced differentiation process to inhibit the level of active CDC42 (Supplementary Fig. 6g). The comparable FOXJ1 and Ac-tubulin positive ciliated cells in inhibitor-treated groups further corroborated the notion that CDC42 guided the differentiation of secretory cells into multiciliated cells independent on its GTPase activity (Fig. 3i, j).

### CDC42 regulates multiciliogenesis independent of Notch signaling

Notch signaling had emerged as a consistent early event in multiciliated cells differentiation [14, 16], but the above results had showed that inhibiting the Notch signaling in the *Pgr*^*cre*^*Cdc42*^*f/f*^ oviductal organoids and *Cdc42* AdKO organoids could not induce multiciliated cells differentiation, indicating the Notch signaling may not be responsible for impaired multiciliated cells differentiation in the absence of CDC42. Accordingly, we first detected the expression of Notch ligands in oviduct tissues, and quantitative PCR results showed that the mRNA levels of Notch ligand *Dll1*, *Dll4*, *Jagged1*, and *Jagged2* in *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts were slightly higher than that in control without statistical difference (Fig. 4a). Among them, *Jagged1* manifested comparable expression and localization in epithelial cells of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ oviductal isthmus (Fig. 4b). After binding with Notch ligands, the nucleus translocation of Notch intracellular domain (NICD) initiated the expression of Notch target genes, such as the HES and HEY transcription factor families [17]. We found that the expression of Notch1 intracellular domain (NICD1) and Notch1 intracellular domain (NICD2) were decreased obviously in *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts than that in the control (Fig. 4c). Some NICD1 positive epithelial cells were found in the isthmus of *Cdc42*^*f/f*^ mouse oviducts, but were rarely observed in the isthmus of *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts (Fig. 4d). Similarly, the expression levels of *Hes1*, *Hey1* and *Hey2*, and proportion of HES1 positive epithelial cells were relatively decreased in the *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts compared with the control (Fig. 4e, f). Multicilin (MCIDAS) is considered as one of the most upstream transcriptional activators for multiciliogenesis differentiation program [31, 32]. Notch inhibition led to the activation of MCIDAS in the differentiated *Cdc42*^*f/f*^ organoids accompanied with downregulation of HES1. In the *Cdc42* AdKO organoids, even the Notch activity was low both before and after differentiation stimulus as revealed by HES1 expression level, the expression of MCIDAS was not induced (Fig. 4g, h). All the above results suggested that CDC42 controls the multiciliated cells differentiation independent of Notch signaling.

**Fig. 4:**
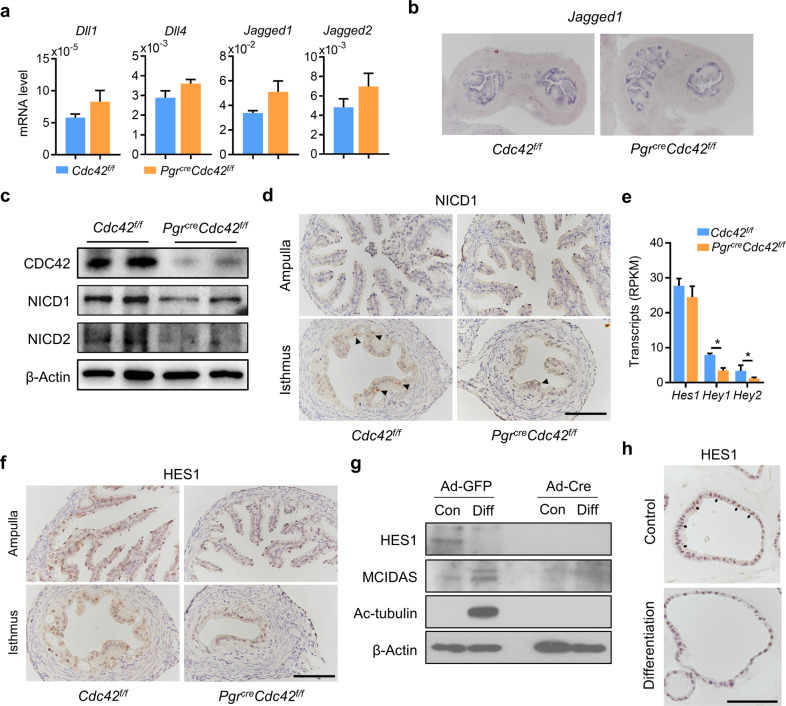
CDC42 regulates multiciliogenesis independent on Notch signaling. **a** RT-qPCR analysis of *Dll1*, *Dll4*, *Jagged1*, and *Jagged2* mRNA in *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **b** In situ hybridization of *Jagged1* mRNA in *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **c** Western blot analysis of CDC42, NICD1, and NICD2 protein in *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **d** Immunostaining of NICD1 in the ampulla and isthmus of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **e** RNA-seq analysis of Hes1, Hey1, and Hey2 transcripts (RPKM) in *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **f** Immunostaining of HES1 in the ampulla and isthmus of *Cdc42*^*f/f*^ and *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviducts on day 2. **g** *Cdc42*^*f/f*^ organoids were infected with Ad-GFP and Ad-Cre, then subjected to western blot assays. **h** Immunostaining of HES1 in the organoids before and after E2 and DBZ induced differentiation. Scale bars, 100 μm. Mean ± SD. *P < 0.05, Student’s *t* test or ANOVA with Tukey’s multiple comparisons test.

### CDC42 deficient oviductal organoids failed to respond to the differentiation induction signal

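RNA was sequenced from 10 libraries of organoids grown from the isthmus of mouse oviducts. F/F_Con, F/F_Diff, PgrKO_Con and PgrKO_Diff had 2 libraries each, and AdKO_Con and AdKO_Diff had 1 each. PgrKO organoids came from mice in which Cre, expressed from the progesterone receptor gene, recombined the floxed Cdc42 allele, and AdKO organoids were F/F organoids infected with an adenovirus carrying Cre (Ad-Cre). Differentiated organoids (Diff) were treated for 6 days with 10 nM estrogen (E2) and 1 μM DBZ, an inhibitor of the γ-secretase that activates Notch receptors, and Con organoids were undifferentiated. Cdc42, the targeted gene, which encodes a small GTPase, lies on chromosome 4 of mm10 from 137319696 to 137357720. Its level was 118 and 133 FPKM in the libraries of F/F_Con, 125 and 126 in F/F_Diff, 104 and 105 in PgrKO_Con, 113 and 134 in PgrKO_Diff, 81.6 in AdKO_Con and 87.9 in AdKO_Diff. The log2 fold change against F/F_Con was −0.26 (standard error 0.15, adjusted p = 0.362 from limma) in PgrKO_Con and −0.62 (standard error 0.18, adjusted p = 0.191 from limma) in AdKO_Con. The loxP sites flank exon 2, which holds 155 of the 2966 bases of the gene model, and a table with 1 value per gene does not show the share of transcripts that lack this exon.
The deposited values are FPKM that the authors made from reads aligned to mm10, and they correspond to whole numbers of reads, 11744271 to 17330672 per library. Groups were compared with limma on log2(FPKM + 1) in 1 fit of all 10 libraries, over the 15817 genes with a mean FPKM of at least 1 in at least 1 group, and the lone AdKO libraries were assumed to vary like the others. A gene was counted as up-regulated or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in size, and a single gene or a member of a gene list passed the test at an adjusted p under 0.05. The comparisons, these thresholds, the test for FPKM values and 38 gene lists were set before the data were examined. The p-values measure only the spread between these libraries, and the paper's text does not say whether libraries of different groups with the same number share a mouse or a culture. On simulated data with 2 libraries in each of F/F_Con and F/F_Diff, 73 of 100 genes with a 4-fold change and 7 of 100 with a 2-fold change were called, and among the 13752 genes tested 1 unchanged gene was called. The simulated noise was independent between genes, which real libraries need not follow.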

To further explore the mechanisms through which CDC42 regulated multiciliated cell differentiation, RNA-seq was performed to compare the transcriptomes of *Cdc42*^*f/f*^ (F/F), *Pgr*^*cre*^*Cdc42*^*f/f*^ (*Pgr*KO), and *Cdc42* AdKO organoids before and after differentiation. 

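Differentiation of F/F organoids lowered proliferation genes and changed single genes of secretory cells and of the Notch and estrogen pathways. Ovgp1, which encodes the oviductal glycoprotein released by secretory cells, rose from 91.9 and 141 FPKM in the F/F_Con libraries to 1345 and 3822 FPKM in the F/F_Diff libraries (log2 fold change 4.31, standard error 0.66, adjusted p = 0.0125 from limma). Hpgds, an enzyme of prostaglandin D2 synthesis, rose by 4.42 on the log2 scale (standard error 0.39, adjusted p = 0.0094), as did Rtn1, a membrane protein of the endoplasmic reticulum (standard error 0.33, adjusted p = 0.00911). Of 34 genes of proliferation, 21 fell and none rose (25 fell when adjusted over the list alone). Mki67, a marker of cycling cells, had a log2 fold change of −2.27 (standard error 0.22, adjusted p = 0.0094), and the mitotic kinase gene Aurkb had −1.91 (standard error 0.17, adjusted p = 0.0094). Their median was −1.09 (camera, adjusted p = 2.8e-12; adjusted p = 0.425 with an estimated correlation).
Of 7 genes of Notch ligands and receptors, the receptor genes Notch1 and Notch3 fell by 1.28 and 1.33 on the log2 scale, and the ligand gene Jag2 rose by 0.87 (adjusted p = 0.0363, 0.0165 and 0.0299 from limma; 2 fell and 2 rose when adjusted over the list alone). Of 6 Notch pathway target genes, Hes1, Nfix and Notch3 fell and Dtx1 rose by 2.22 (3 fell and 1 rose when adjusted over the list alone). Hes1, a repressor that keeps cells from differentiating, had a log2 fold change of −1.13 (standard error 0.27, adjusted p = 0.0358). Of 18 estrogen response genes, 2 rose and 3 fell (2 and 4 when adjusted over the list alone). Greb1, a direct target of the estrogen receptor, rose by 2.42 (adjusted p = 0.015), and Igfbp4, which binds insulin-like growth factors, fell by 3.08 (adjusted p = 0.0104). Of 23 secretory cell genes, Ovgp1 rose and 4 fell, as they did when adjusted over the list alone. The latter include the genes of the transcription factors SOX17 (Sox17, −1.25, adjusted p = 0.0125) and PAX8 (Pax8, −0.62, adjusted p = 0.0453). Each gene named with a value lay on 1 side of both F/F_Con libraries in both F/F_Diff libraries.
In all, 1386 genes were up-regulated and 535 were down-regulated. Without F/F_Con replicate 2 or F/F_Diff replicate 2, limma called 0 genes (smallest adjusted p 0.0607 and 0.0566; 4091 and 3775 genes at an unadjusted p under 0.05), so every call above ended, and 1142 genes were called without F/F_Con replicate 1. Proliferation genes that fell numbered 8 without F/F_Con replicate 1 and 10 without F/F_Diff replicate 1, and Notch1, Notch3, Hes1, Jag2, Pax8 and Sox17 passed in none of the 4 fits that left out 1 F/F library (adjusted p from 0.0503 to 0.195). Ovgp1 and Greb1 also did not pass without F/F_Con replicate 1 (adjusted p = 0.0641 and 0.0509), nor Dtx1 without F/F_Diff replicate 1 (adjusted p = 0.0548), and the highest adjusted p of these 3 genes without 1 library was 0.0722, 0.0961 and 0.0749.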

There was 2,023 up-regulated genes and 1159 down-regulated genes in the differentiated F/F organoids (F/F_Diff) compared with the undifferentiated F/F organoids (F/F_Con), and the up-regulated genes were significantly enriched in the pathways of cilium organization and cilia movement (Fig. 5a, b). 

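Genes of every part of the motile cilium rose in F/F_Diff organoids. Outer dynein arms power ciliary beating, and 11 of their 12 genes rose, with a median log2 fold change of 2.63 (12 when adjusted over the list alone). Dnah11, a heavy chain of these arms, rose by 2.94 on the log2 scale (standard error 0.34, adjusted p = 0.00971 from limma), and Armc4, which docks them on the axoneme, by 2.69 (standard error 0.26, adjusted p = 0.0094). Of 11 genes of inner dynein arms, which shape the beat, 10 rose with a median of 2.75, among them the heavy chain gene Dnah12 (3.23, standard error 0.43, adjusted p = 0.0106). Of 25 genes of the radial spokes and the central pair, 23 rose, as did 13 of 14 genes of the nexin links, 44 of 50 other axoneme genes and 10 of 13 dynein arm assembly factors. Intraflagellar transport carries cargo along the cilium, and 27 of its 31 genes rose, among them Ift20 (1.41, standard error 0.11, adjusted p = 0.00911). Of 26 genes of the BBSome and the transition zone, 23 rose, including the BBSome subunit gene Bbs7 (2.04, standard error 0.19, adjusted p = 0.0094). Of 30 genes of centrioles and deuterosomes, the structures on which new centrioles form, 15 rose with a median of 0.83, among them the centriole gene Poc5 (1.73, standard error 0.17, adjusted p = 0.0094). Each gene named here was higher in both F/F_Diff libraries than in both F/F_Con libraries.
These lists, 11 in all with the regulators and basal body genes that the study named, held 223 genes that were tested and stand in for the cilium organization term. Of these, 182 rose and none fell (204 and none when adjusted over the list alone), and the median log2 fold change was 1.71 (camera, adjusted p = 2.81e-38; adjusted p = 0.425 with an estimated correlation). Up-regulated genes made up 164 of the 223 cilium genes and 1222 of 15594 other genes (odds ratio 32.7, p = 1.83e-125, Fisher's exact test, one-sided), a test that takes genes as independent. Cilium genes that rose numbered 99 without F/F_Con replicate 1 and 65 without F/F_Diff replicate 1, where the odds ratios were 15.3 and 6.14. Without F/F_Con replicate 2 or F/F_Diff replicate 2, limma passed 0 of them, although all genes at an unadjusted p under 0.05 still numbered 4091 and 3775.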

Gene Set Enrichment Analysis (GSEA) also showed an enrichment of cilium organization pathway in the F/F_Diff organoids compared with the F/F_Con organoids (Fig. 5c). However, there was only 24 up-regulated genes and 78 down-regulated genes in the transcriptomes of undifferentiated *Pgr*KO organoids (*Pgr*KO_Con) compared with the differentiated *Pgr*KO organoids (*Pgr*KO_Diff) (Fig. 5d). 

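In PgrKO organoids, genes of the cilium did not rise as a group with differentiation. Of 223 cilium genes, 17 had a log2 fold change above 0 in PgrKO_Diff against PgrKO_Con, and the median was −0.46. All 34 proliferation genes had a log2 fold change below 0, with a median of −0.39. Cholesterol synthesis genes all lay above 0 (19 of 19, median 0.39), and 2 of 30 interferon response genes did (median −0.86). None of these genes passed over all genes tested, and 19 interferon response genes were lower when adjusted over the list alone. Rtn1 had 18.5 ± 3.3 FPKM (SD, n = 2) in PgrKO_Con and 80.9 ± 15.8 (SD, n = 2) in PgrKO_Diff, a log2 fold change of 2.07 (standard error 0.33, adjusted p = 0.366 from limma). Ovgp1 was already at 2170 and 1018 FPKM in the PgrKO_Con libraries and was at 3403 and 1856 FPKM in the PgrKO_Diff libraries (log2 fold change 0.76, adjusted p = 0.834). Cdh5, a cadherin of endothelial cells, had a log2 fold change of −1.17 (adjusted p = 0.437).
The cilium median was −0.08 without PgrKO_Con replicate 2 and −0.80 without PgrKO_Con replicate 1, and the proliferation median was −0.24 without PgrKO_Diff replicate 2 and −0.63 without PgrKO_Diff replicate 1.
No gene was called in either direction. Limma called 0 genes and voom on the recovered reads 0, and 1179 genes had an unadjusted p under 0.05. On simulated data with 2 libraries in each of these groups, 79 of 100 genes with a 4-fold change and 13 of 100 with a 2-fold change were called. Among the 13745 simulated genes tested, 8 unchanged genes were also called. The simulation held 200 changed genes and noise independent between genes, so it does not show how many real 4-fold changes would be called. Rtn1, with a log2 fold change of 2.07, was not called.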

We next compared the transcriptomes of F/F_Diff organoids and *Pgr*KO_Diff organoids to define the role of CDC42 on the multiciliated cell differentiation. There was 1,621 up-regulated genes and 2279 down-regulated genes in the *Pgr*KO_Diff organoids compared with F/F_Diff organoids, and the down-regulated genes were significantly enriched in the pathways of cilium organization and cilia movement (Fig. 5e, f). 

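Cilium genes were lower in PgrKO_Diff organoids than in F/F_Diff organoids. Of 223 cilium genes, 207 were lower and none was higher (212 and 1 when adjusted over the list alone), with a median log2 fold change of −2.80. All 25 genes of the radial spokes and central pair, all 12 of the outer dynein arms and all 11 of the inner dynein arms were lower. Dynlrb2, a dynein light chain gene, had a log2 fold change of −4.95 (standard error 0.61, adjusted p = 0.00416 from limma), the dynein docking gene Armc4 had −3.83 (standard error 0.26, adjusted p = 0.00283), and Dnah12 had −4.29 (standard error 0.43, adjusted p = 0.00318). Of 31 intraflagellar transport genes, 30 were lower, as were 24 of 26 genes of the BBSome and transition zone. Down-regulated genes made up 197 of the 223 cilium genes and 1573 of 15594 other genes (odds ratio 67.6, p = 6.78e-160, Fisher's exact test, one-sided). The camera test gave an adjusted p of 1.07e-48 (adjusted p = 0.286 with an estimated correlation).
Other groups moved as well. Proliferation genes were higher in 20 of 34 cases and lower in none (25 higher when adjusted over the list alone), among them Mki67 (2.41, standard error 0.22, adjusted p = 0.00288). Of 19 genes of cholesterol synthesis, 18 were higher (19 when adjusted over the list alone), including the sterol demethylase gene Cyp51 (2.64, standard error 0.23, adjusted p = 0.00288). Of 18 genes of hypoxia and glycolysis, 8 were lower and none was higher (9 lower when adjusted over the list alone). Slc16a3, which exports lactate, had −3.15 (standard error 0.29, adjusted p = 0.00288), and Bnip3, a mitophagy gene induced by low oxygen, had −2.48 (standard error 0.37, adjusted p = 0.00658). Of 25 genes of inflammation and chemokines, 10 were higher and 1 was lower (12 and 1 when adjusted over the list alone), among them Tnf (2.44, adjusted p = 0.00392) and the acute phase gene Saa3 (6.82, standard error 1.14, adjusted p = 0.00946). Both PgrKO_Diff libraries lay on the same side of both F/F_Diff libraries for every gene given with a p-value.
In all, 781 genes were up-regulated and 1770 were down-regulated in PgrKO_Diff. The sum of 2551 fell to 1491 without F/F_Diff replicate 2, where 160 cilium genes were still lower and Saa3 did not pass (adjusted p = 0.0639, the highest for this gene without 1 library). Proliferation genes that were higher numbered 4 without F/F_Diff replicate 2 or without PgrKO_Diff replicate 1 and 8 without F/F_Diff replicate 1, and the latter left 12 cholesterol synthesis genes higher and 5 hypoxia and glycolysis genes lower. Inflammation and chemokine genes that were higher numbered 2 without F/F_Diff replicate 2, 6 without F/F_Diff replicate 1 or without either F/F_Con library, and 5 without PgrKO_Diff replicate 2.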

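Transcripts that mark cell types other than epithelium were also higher in PgrKO_Diff organoids. Dcn, a matrix proteoglycan made by fibroblasts, was at 21.5 and 97.9 FPKM in the PgrKO_Diff libraries and at 0.082 and 0 FPKM in the F/F_Diff libraries (log2 fold change 5.50, standard error 0.72, adjusted p = 0.0049 from limma). Col1a1, the fibrillar collagen gene, was at 18.5 and 67.6 FPKM against 1.15 and 0.225 (4.49, standard error 0.67, adjusted p = 0.00666). Of 10 fibroblast markers, 8 were higher (9 when adjusted over the list alone), as were 15 of 25 collagen and matrix genes (15 when adjusted over the list alone). The lysozyme gene Lyz2, expressed by macrophages, was at 78.2 and 874 FPKM against 13.3 and 4.68 (4.87, standard error 1.35, adjusted p = 0.0434), and it was the only one of 13 leukocyte and macrophage markers to pass (0 when adjusted over the list alone). Of 8 endothelial markers, Cdh5 was higher (3.08, standard error 0.24, adjusted p = 0.00288). In an F/F group, 5 of the 10 fibroblast, 3 of the 13 leukocyte and 1 of the 8 endothelial markers had a mean of at least 1 FPKM. The others were tested only because another group reached it, which favors markers that are high in PgrKO. Epcam, an epithelial adhesion gene, was at 318 and 226 FPKM in PgrKO_Diff and at 307 and 204 FPKM in F/F_Diff.

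**Figure D1:**
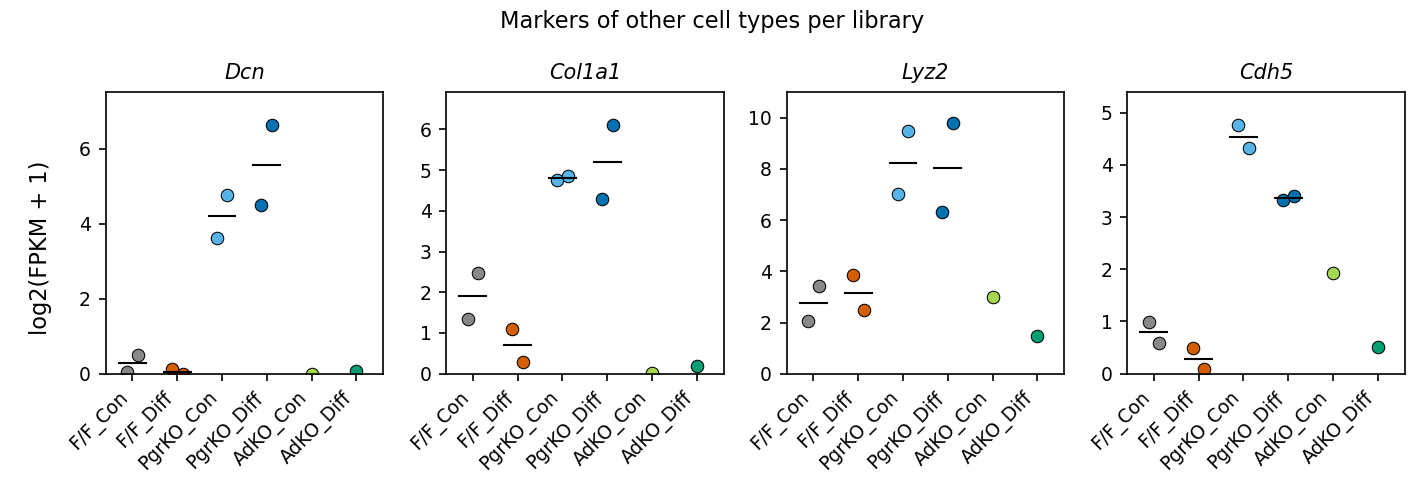
FPKM of the fibroblast genes Dcn and Col1a1, the macrophage gene Lyz2 and the endothelial gene Cdh5 in each of 10 organoid libraries, on a log2(FPKM + 1) axis, with a point for each library and a line at the mean of each group. The PgrKO libraries lie above the F/F libraries of the same state, and the PgrKO_Diff libraries differ from each other, with Dcn at 21.5 and 97.9 FPKM.

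PgrKO_Con replicate 2 and PgrKO_Diff replicate 2 had the highest levels of leukocyte markers, and without both of them, a fit chosen after seeing the data, 1907 genes were called and 175 cilium genes were lower. Fibroblast markers that passed numbered 3 without F/F_Diff replicate 2 and 5 without F/F_Diff replicate 1, collagen and matrix genes numbered 6 without F/F_Diff replicate 2, and Col1a1 did not pass without it (adjusted p = 0.0506, the highest for this gene without 1 library). Without PgrKO_Diff replicate 1, 9 leukocyte and 8 endothelial markers passed, and Lyz2 did not pass without any of the other 7 libraries of the F/F and PgrKO groups (adjusted p from 0.0509 to 0.192).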

Heatmap based on unsupervised hierarchical clustering of cilium organization pathway (GO:0044782) further showed that F/F_Con, Ad-KO_Con, AdKO_Diff, *Pgr*KO_Con, and *Pgr*KO_Diff organoids were clustered closely, but far away from F/F_Diff organoids (Fig. 5g). 

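On 223 cilium genes, the F/F_Diff libraries stood apart from the other 8. Their mean z-scores, which average the standardized log2 levels of these genes in a library, were 1.43 and 1.74. The libraries of F/F_Con had 0.09 and −0.22, those of PgrKO_Con −0.78 and −0.14, and those of PgrKO_Diff −0.91 and −0.87. AdKO_Con had −0.30 and AdKO_Diff −0.04, so the AdKO_Diff library lay inside the range of the F/F_Con libraries. The Euclidean distance between the F/F_Diff libraries was 7.97, and the mean distance from the F/F_Diff pair was 24.1 to 38.7 for the other libraries.

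**Figure D2:**
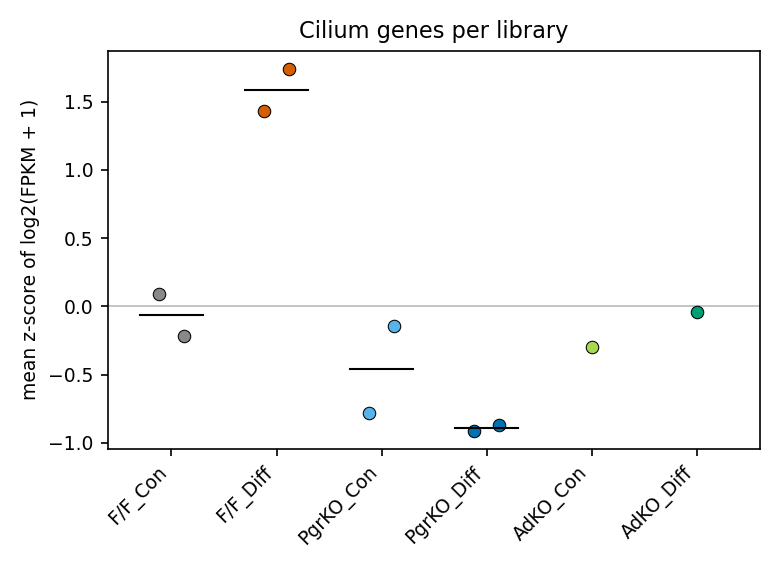
Mean z-score of 223 cilium genes in each of 10 organoid libraries, with a point for each library and a line at the mean of each group. The F/F_Diff libraries are at 1.43 and 1.74, and the highest of the other 8 is at 0.09.

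Average linkage on Euclidean distances divided the libraries into the F/F_Diff pair and the other 8. Complete linkage gave the same division, as did the 11 measured genes of the lists named by the study, while a distance of 1 minus Pearson's r put 4 libraries in the cluster of F/F_Diff. Clustering has no test.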

The multiciliogenesis differentiation program was driven by GEMC1 (encoded by *Gmnc*) and MCIDAS to activate downstream key transcription factors p73 (encoded by *Trp73*) and FOXJ1 to program multiciliated cell specification, then underwent massive centriole amplification to generate a sufficient number of basal bodies for multiciliation [33]. These molecules in the multiciliogenesis transcriptional regulatory network, including *Gmnc*, *Mcidas*, *Myb*, *Rfx2*, *Rfx3*, *Trp73*, and *Foxj1*, were up-regulated in the F/F_Diff organoids, but not in the *Pgr*KO_Diff or AdKO_Diff organoids. 

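The 7 regulators had their highest mean level in F/F_Diff organoids, and 5 of them passed the test against F/F_Con. Gmnc encodes GEMC1, which acts first in the network, and lies on chromosome 16 of mm10 from 26913553 to 26991652. Its level was 2.88 ± 2.48 FPKM (SD, n = 2) in F/F_Con, 11.7 ± 8.27 in F/F_Diff, 2.51 ± 0.29 in PgrKO_Con and 1.97 ± 0.52 in PgrKO_Diff (SD, n = 2 each), with 1.2 in AdKO_Con and 3.31 in AdKO_Diff. The log2 fold change of Gmnc in F/F_Diff was 1.70 (standard error 0.60, adjusted p = 0.101 from limma). Mcidas, its partner (chromosome 13, 112993845 to 113000394), was at 9.96 ± 5.44 FPKM in F/F_Con, 28.8 ± 6.94 in F/F_Diff and 1.5 ± 0.797 in PgrKO_Diff (SD, n = 2 each), and 5.4 in AdKO_Diff. Its log2 fold change in F/F_Diff was 1.52 (standard error 0.56, adjusted p = 0.111). Foxj1, which switches on genes of motile cilia (chromosome 11, 116330704 to 116335399), rose from 146 ± 14.8 to 505 ± 40.7 FPKM in F/F organoids (SD, n = 2 each; log2 fold change 1.78, adjusted p = 0.0488 from limma). It was at 74.6 ± 52.0 FPKM in PgrKO_Con and 35.3 ± 6.82 in PgrKO_Diff (SD, n = 2 each), 102 in AdKO_Con and 138 in AdKO_Diff.
Rfx2 (chromosome 17, 56775897 to 56831013) and Rfx3 (chromosome 19, 27761721 to 28011166) encode RFX factors that act with FOXJ1, and each rose by 1.75 on the log2 scale (adjusted p = 0.0146 and 0.0123 from limma). Trp73, the p73 gene (chromosome 4, 154056253 to 154140208), rose by 1.87, and Myb (chromosome 10, 21124935 to 21160984), which acts early in multiciliated cells, rose by 1.69 (adjusted p = 0.0231 and 0.0342).

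**Figure D3:**
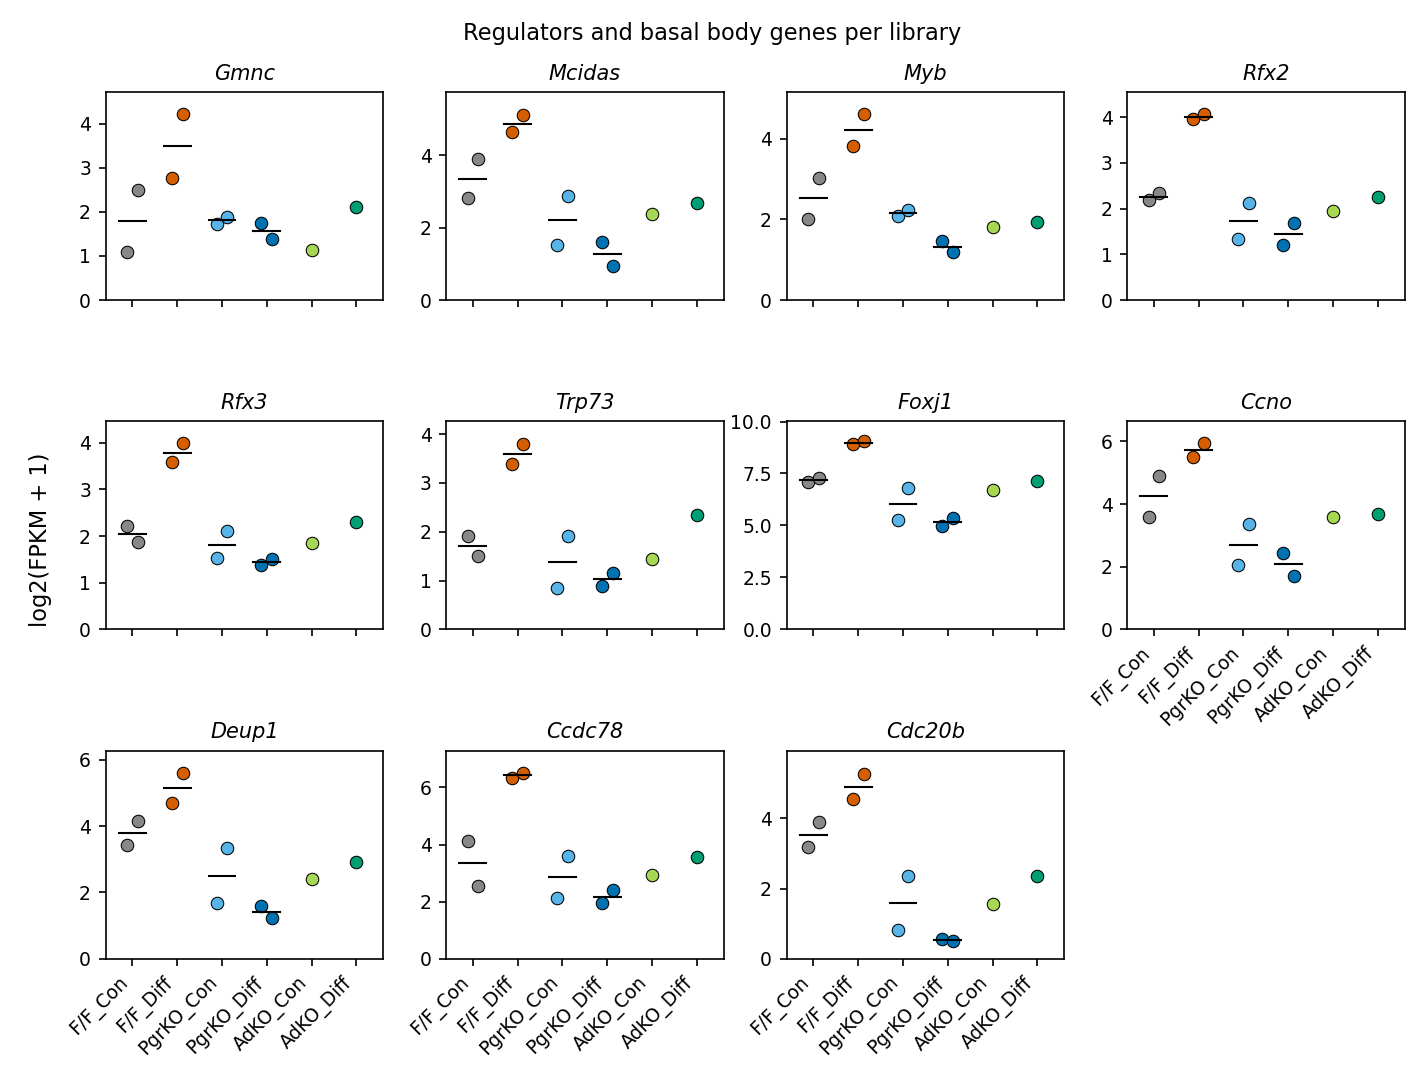
FPKM of the 7 regulators and of the basal body genes in each of 10 organoid libraries, on a log2(FPKM + 1) axis, with a point for each library and a line at the mean of each group. Foxj1 has a mean of 505 FPKM in F/F_Diff, 35.3 in PgrKO_Diff and 138 in the AdKO_Diff library.

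Against F/F_Diff, 6 regulators were lower in PgrKO_Diff, with Mcidas at −3.59 and Foxj1 at −3.81 (adjusted p = 0.00754 and 0.0043), and Gmnc had −1.93 (standard error 0.60, adjusted p = 0.0602). In AdKO_Diff 1 was lower, Rfx2 (−1.75, standard error 0.35, adjusted p = 0.0458), and Rfx3 and Myb had −1.50 and −2.27 (adjusted p = 0.0508 for each). Against PgrKO_Con, the 7 genes had log2 fold changes below 0 in PgrKO_Diff, with Gmnc at −0.25, Mcidas at −0.93 and Foxj1 at −0.88 (adjusted p = 0.948, 0.754 and 0.732 from limma), whose ranges over the libraries overlap. Limma passed 0 of the 7 (0 at an unadjusted p under 0.05, 0 by voom). Against AdKO_Con, all 7 lay above 0 in AdKO_Diff, with Gmnc at 0.97, Mcidas at 0.31 and a median of 0.43 at percentile 99.6 of 10000 random lists of matched expression and no replicate check. When adjusted over the list alone, 7 rose in F/F_Diff, 7 were lower in PgrKO_Diff and 6 were lower in AdKO_Diff. The study names these genes as parts of the known multiciliogenesis network and reports them on these same samples. The counts are therefore not independent evidence.
Of the 5 that rose, limma passed 0 without F/F_Con replicate 2 or F/F_Diff replicate 2, 1 without either other F/F library and 3 without either PgrKO_Diff library. Without F/F_Diff replicate 2, 4 remained lower in PgrKO_Diff, and Rfx2 in AdKO_Diff did not pass without any of the F/F or PgrKO_Diff libraries (adjusted p from 0.0627 to 0.163).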

Similar results were found in these molecules related to basal body amplification, including *Mcidas*, *Foxj1*, *Ccno*, *Deup1*, *Ccdc78*, and *Cdc20b* (Fig. 5h). These results indicated that CDC42 was indispensable for multiciliated cell specification and basal bodies amplification in response to the differentiation signal.

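Basal body genes were lower in PgrKO_Diff than in F/F_Diff organoids, and their rise in F/F_Diff passed the test for Ccdc78 and Foxj1 alone among the 6 measured (2 when adjusted over the list alone). Ccdc78, which encodes a deuterosome protein (chromosome 17 of mm10, 25786580 to 25790513), rose from 10.6 ± 8.14 FPKM in F/F_Con to 85.2 ± 7.9 in F/F_Diff (SD, n = 2 each; log2 fold change 3.09, standard error 0.64, adjusted p = 0.0252 from limma). It was at 7.26 ± 5.53 FPKM in PgrKO_Con and 3.58 ± 1.04 in PgrKO_Diff (SD, n = 2 each), 6.71 in AdKO_Con and 10.7 in AdKO_Diff. Deup1, the core gene of deuterosomes (chromosome 9, 15559864 to 15627933), was at 13.2 ± 5.01 FPKM in F/F_Con, 36.0 ± 15.9 in F/F_Diff and 1.68 ± 0.487 in PgrKO_Diff (SD, n = 2 each). Ccno, a cyclin gene needed for centriole amplification (chromosome 13, 112987802 to 112990777), was at 20.1 ± 12.7, 52.3 ± 11.3 and 3.36 ± 1.58 FPKM in these groups (SD, n = 2 each). Cdc20b, whose protein helps release new centrioles (chromosome 13, 113035111 to 113091195), was at 11.0 ± 4.17, 29.8 ± 10.4 and 0.451 ± 0.0429 FPKM (SD, n = 2 each). Their log2 fold changes in F/F_Diff were 1.36 for Deup1, 1.47 for Ccno and 1.36 for Cdc20b (standard errors 0.60, 0.59 and 0.54; adjusted p = 0.167, 0.139 and 0.131 from limma). In AdKO_Diff, Deup1, Ccno and Cdc20b were at 6.6, 11.8 and 4.11 FPKM.
In PgrKO_Diff against F/F_Diff, all 6 genes were lower (6 when adjusted over the list alone), with a median log2 fold change of −3.77. Cdc20b had the largest difference (−4.37, standard error 0.54, adjusted p = 0.00418), and Deup1 and Ccno had −3.73 and −3.65 (adjusted p = 0.00835 and 0.00871). In AdKO_Diff against F/F_Diff the median was −2.21, and limma passed 0 of the 6 genes (6 lower at an unadjusted p under 0.05, 0 by voom). All 6 were lower in AdKO_Diff when adjusted over the list alone. Against AdKO_Con, all 6 lay above 0 in AdKO_Diff, with a median of 0.47 at percentile 99.9 of random lists of matched expression and no replicate check. The study names these genes as related to basal body amplification and reports them on these same samples, so the counts are not independent evidence.
Ccdc78 did not pass in F/F_Diff without F/F_Con replicate 2 or either F/F_Diff library (adjusted p = 0.113, 0.0853 and 0.134). Without F/F_Diff replicate 2, Foxj1 and Cdc20b remained lower in PgrKO_Diff, and the other 4 genes did not pass, with an adjusted p of up to 0.0616.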

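The response of cilium genes to differentiation was smaller in PgrKO than in F/F organoids. Of 223 cilium genes, the response of 94 was lower in PgrKO than in F/F and that of none was higher (202 and none when adjusted over the list alone). The median difference between the responses was −2.15 on the log2 scale (camera, adjusted p = 3.82e-52; adjusted p = 0.366 with an estimated correlation). Dnah12 and Armc4, both of dynein arms, had differences of −3.90 and −3.27 (standard errors 0.61 and 0.37, adjusted p = 0.0428 for each from limma), and the transport gene Ift27 had −1.97 (standard error 0.22, adjusted p = 0.0428). Among the regulators, Rfx3 had −2.11 (standard error 0.37, adjusted p = 0.0454) and Foxj1 −2.66 (standard error 0.67, adjusted p = 0.0811). Mki67, which fell in F/F_Diff, had a difference of 1.81 (standard error 0.31, adjusted p = 0.045), and Aldh1a3, an enzyme of retinoic acid synthesis, had 3.05 (standard error 0.33, adjusted p = 0.0428). Aldh1a3 also fell in F/F_Diff, and it was already lower in PgrKO_Con than in F/F_Con. Over all genes, the response of 66 was higher in PgrKO and that of 610 was lower.
AdKO organoids, with 1 library in each state, also had lower cilium genes after differentiation than F/F organoids. In AdKO_Diff against F/F_Diff, 84 cilium genes were lower and none was higher (191 and 2 when adjusted over the list alone), with a median of −1.70 (camera, adjusted p = 1.24e-39; adjusted p = 0.357 with an estimated correlation) and Dnah12 at −3.07 (standard error 0.52, adjusted p = 0.0367). Over all genes, 212 were higher and 617 lower. From AdKO_Con to AdKO_Diff, which has no replicate check, 181 cilium genes lay above 0, with a median of 0.33 (percentile 100 of 10000 random lists). This percentile does not measure variation between libraries. The mean log2 level of the cilium genes was 2.66 in AdKO_Con and 3.02 in AdKO_Diff. Replicates lay further apart in F/F_Con (3.11 and 2.71) and PgrKO_Con (2.16 and 2.89), and closer in F/F_Diff (4.55 and 4.82) and PgrKO_Diff (2.03 and 2.1). The median difference between the AdKO and F/F responses was −1.35, but limma called 0 genes (1885 at an unadjusted p under 0.05, 0 by voom). Of the genes up-regulated in F/F_Diff, 84.6% had a log2 fold change above 0 in AdKO and 28.6% in PgrKO, and of those down-regulated, 86.7% were below 0 in AdKO and 81.3% in PgrKO.
From the lack of a rise of the cilium program in PgrKO_Diff and AdKO_Diff organoids, the paper concludes that CDC42 is required for the specification of multiciliated cells and for basal body amplification after the differentiation signal.
The count of 676 genes with a different response in PgrKO was 461 without PgrKO_Con replicate 1 and 0 by limma without any 1 of the other 7 F/F or PgrKO libraries (smallest adjusted p from 0.0595 to 0.136; 2701 to 4118 genes at an unadjusted p under 0.05), and voom called 0. The 829 genes that differed between AdKO_Diff and F/F_Diff numbered 0 by limma without either F/F_Diff library (3692 and 3122 at an unadjusted p under 0.05), 56 and 63 without either F/F_Con library, 374 and 394 without either PgrKO_Diff library, and 1 by voom.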

**Fig. 5:**
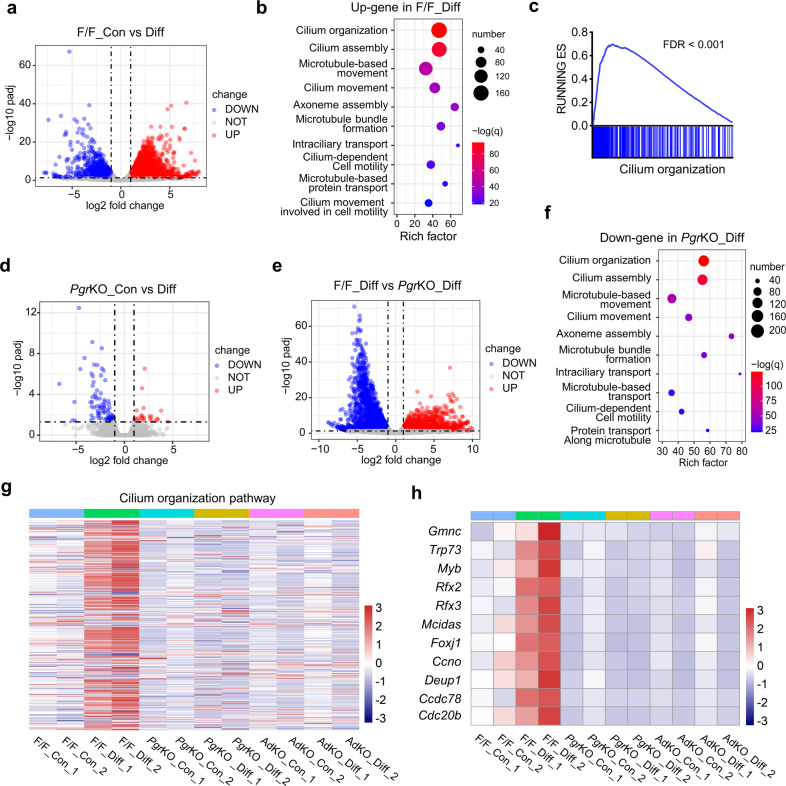
CDC42 deficient oviductal organoids failed respond to the differentiation induction signal. **a** Volcano plot of differentially expressed genes in differentiated *Cdc42*^*f/f*^ (F/F) organoids (F/F_Diff) compared with undifferentiated F/F organoids (F/F_Con). **b** Go enrichment analysis of up-regulated genes in the F/F_Diff organoids compared with F/F_Con organoids. **c** The “Cilium organization” gene set was enriched in F/F_Diff organoids according to GSEA. **d** Volcano plot of differentially expressed genes in differentiated *Pgr*KO organoids (*Pgr*KO_Diff) compared with *Pgr*KO_Con organoids. **e** Volcano plot of differentially expressed genes in *Pgr*KO_Diff organoids compared with F/F_Diff organoids. **f** Go enrichment analysis of down-regulated genes in the *Pgr*KO_Diff organoids compared with F/F_Diff organoids. **g** Heatmap based on unsupervised hierarchical clustering of cilium organization pathway (GOTerm GO:0044782) and **h** heatmap of indicated genes expression among undifferentiated F/F organoids (F/F_Con), differentiated F/F organoids (F/F_Diff), undifferentiated *Pgr*KO organoids (*Pgr*KO_Con), differentiated *Pgr*KO organoids (*Pgr*KO_Diff), undifferentiated Ad-Cre-mediated *Cdc42* knockout (AdKO) organoids (AdKO_Con), and differentiated AdKO organoids (AdKO_Diff). The expression levels in the heatmaps are provided as Z-scores with a range between −3 and 3. *N* = 2 for each group.

### CDC42 controls multiciliogenesis through PI3K-AKT signaling

As CDC42 regulated the multiciliogenesis independent of its GTPase activity and the well-known Notch pathway, we next sought to figure out the potential alternative pathway during this process. After exploring the activation status of some critical signal pathways, it was noticed that the expression level of phospho-AKT (Ser473) was increased in the *Cdc42*^*f/f*^ organoids after differentiation, but were not in the *Cdc42* AdKO organoids. However, another downstream effector of RTK pathway, phosphorylated ERK, did not change obviously. In particular, the protein level of total AKT and mRNA levels of Akt1, Akt2, and Akt3 were also increased in the *Cdc42*^*f/f*^ organoids after differentiation (Fig. 6a; Supplementary Fig. 7a). To clarify the role of PI3K-AKT signaling in multiciliogenesis, we next cultured the organoids with the PI3K inhibitor ZSTK474 during the induced differentiation process. The PI3K inhibitor-treated organoids presented an obvious decreased number of Ac-tubulin/p73 dual positive ciliated cells compared with the control group (Fig. 6b, c). Consistently, the ratio to FOXJ1^+^ ciliated cells significantly reduced along with the increased concentration of ZSTK474 (0 μM, 63 ± 1.3%; 1 μM, 15 ± 3.2%; 5 μM, 0.83 ± 0.45%, *P* < 0.001; Fig. 6d). We also found that inhibiting the WNT signaling with XAV939 led to a mild decrease of ciliated cell number, while inhibiting the ERK signaling with PD0325901 or SCH900353 had no obvious effect (Supplementary Fig. 7b). Next, we tested whether the AKT activator Sc79 could rescue the differentiation disorder in the *Cdc42* AdKO organoids. The results showed that treatment with Sc79 for 5 days indeed induced some secretory cells to differentiate into multiciliated cells in the *Cdc42* AdKO organoids (Fig. 6e, f). Finally, we isolated the primary human fallopian tube epithelial cells to construct organoids, in which the secretory cells could also differentiate into multiciliated cells after the treatment of E2 and DBZ (Supplementary Fig. 7c). Similarly, treatment with ML141 during the induced differentiation process did not inhibit the multiciliated cell differentiation, but treatment with ZSTK474 led to few Ac-tubulin/p73 dual positive cells and FOXJ1 positive multiciliated cells in the human fallopian tubal organoids (Fig. 6g).

**Fig. 6:**
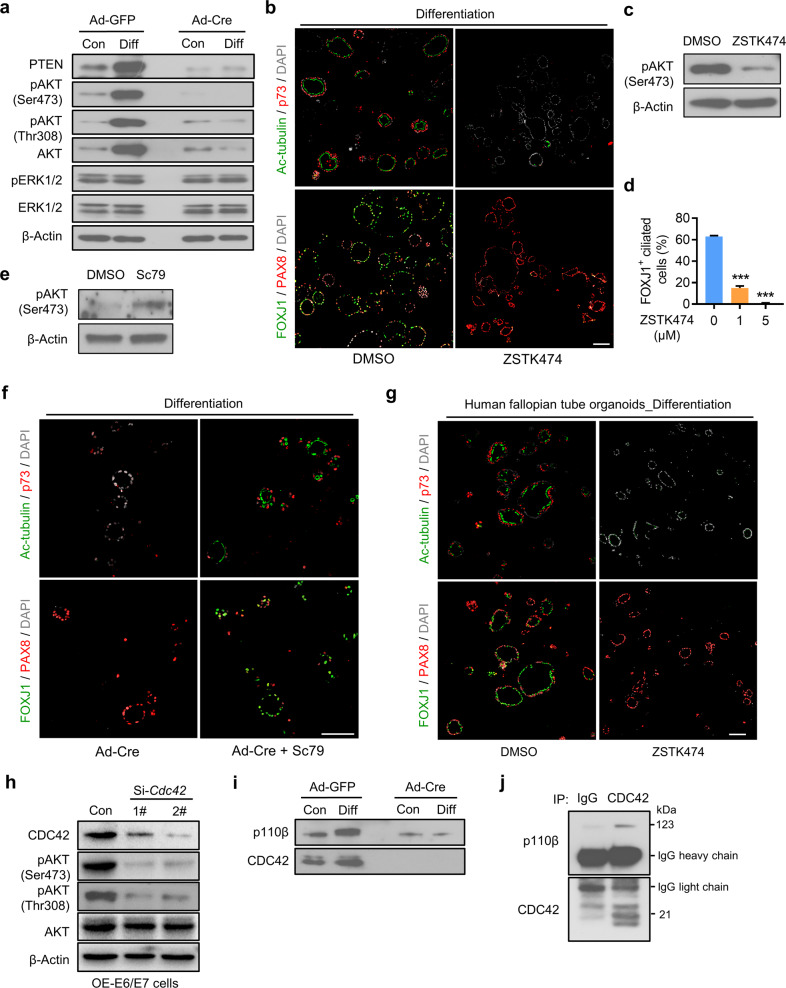
CDC42 controls multiciliogenesis dependent on PI3K-AKT signaling. **a** Western blot assays of AKT and ERK signaling activity in *Cdc42*^*f/f*^ organoids and *Cdc42* knockout organoids before and after differentiation. **b** *Cdc42*^*f/f*^ organoids were treated with E2, DBZ and PI3K inhibitor ZSTK474 (5 μM) for 6 days, then subjected to immunostaining of Ac-tubulin and p73 or FOXJ1 and PAX8. **c** Western blot assay of phosphor-AKT levels in organoids treated with ZSTK474. **d** Percentages of FOXJ1^+^ ciliated cells in differentiated oviductal organoid treated with indicated concentration of ZSTK474. **e** Western blot assay of phosphor-AKT levels in organoids treated with Sc79. **f** *Cdc42* knockout organoids treated with E2, DBZ, and AKT activator Sc79 (10 μM) showed some Ac-tubulin^+^ p73^+^ cells and FOXJ1^+^ cells. Scale bars, 100 μm. Mean ± SD. ***P < 0.001, ANOVA with Tukey’s multiple comparisons test. **g** Human fallopian tube organoids were treated with E2, DBZ, and PI3K inhibitor ZSTK474 (5 μM) for 6 days, then subjected to immunostaining of Ac-tubulin and p73 or FOXJ1 and PAX8. **h** Immortalized human fallopian tube secretory cells were transfected with si-*Cdc42* and subjected to Western blot assay. **i** Western blot assays of p110β and CDC42 in *Cdc42*^*f/f*^ organoids and *Cdc42* knockout organoids before and after differentiation. **j** Protein extracts from differentiated oviductal organoids were immunoprecipitated with anti-CDC42 and subjected to western blot assay.

To further confirm the role of CDC42 on the AKT signaling in the oviduct secretory cells, we knocked down *Cdc42* in the immortalized human fallopian tube secretory cells and found that the expression of phosphorylated AKT was reduced (Fig. 6h). A previous study had determined that CDC42 interacted with PI3 Kinase p110β to activate PI3K-AKT signaling [34]. Our data showed that the expression levels of p110β protein and mRNA were increased after differentiation in the control organoids, but not in the *Cdc42* AdKO organoids (Fig. 6i and Supplementary Fig. 7d). Co-immunoprecipitation assay with the CDC42 antibody confirmed the interaction between the endogenous CDC42 and p110β protein in the oviductal organoids (Fig. 6j). The above results indicated that CDC42 regulated the AKT activation at least partially through interacting with upstream p110β in the secretory cells, which was indispensable for the multiciliated cell fate determination and multiciliated cell differentiation.

### Decreased levels of CDC42 and phosphor-AKT in the fallopian tubes of women with ectopic pregnancy

Next, we detected the expression of CDC42 in the fallopian tube tissues from women with ectopic pregnancy, which may due to the defects in multiciliogenesis. Quantitative PCR and Western blot assay showed that the expression levels of CDC42 mRNA and protein were reduced in the fallopian tube tissues from women with ectopic pregnancy than that in the control group (*P* < 0.01; Fig. 7a–c). Immunostaining of CDC42 confirmed that it was expressed in the epithelial cells of human fallopian tube, while it was decreased in women with ectopic pregnancy compared with the control women (Fig. 7d). We next detected the expression level of phospho-AKT in the fallopian tube tissue, which was found to be decreased in the women with ectopic pregnancy than that in the control group (*P* < 0.05; Fig. 7e, f). In particular, we found a positive correlation between the expression levels of CDC42 and phospho-AKT in the fallopian tube tissue from women with ectopic pregnancy and control women (*P* = 0.018; Fig. 7g). We next detected the multiciliated cells distribution in the women with ectopic pregnancy showing low expression of CDC42 protein. The Ac-tubulin positive multiciliated cells were distributed in segments in the control women, but spaced along the epithelial layer in the women with ectopic pregnancy. FOXJ1 and PAX8 immunofluorescent double staining also showed the continuous distribution of ciliated cells in the control group, but abnormally isolated distribution of ciliated cells in the women with ectopic pregnancy (Fig. 7h and Supplementary Fig. 8). Statistical analysis showed that the ratio of FOXJ1 positive ciliated cells in the fallopian tube derived from women with ectopic pregnancy was reduced than that in the control women (control vs ectopic pregnancy: 47.7 ± 3.8% vs 29.1 ± 2.0%, *P* < 0.001; Fig. 7i). In addition, immunostaining of CD45 showed that the number of CD45 positive leukocytes was more in the ectopic pregnancy group than that in the control group, and there was a negative correlation between the number of CD45 positive leukocytes and the percentage of FOXJ1 positive ciliated cells in the fallopian tubes (Fig. S9a-c). We also observed a negative correlation between the number of CD45 positive leukocytes and the relative CDC42 protein levels in these samples (Fig. S9d). All the above results indicated that some women with ectopic pregnancy present the decreased expression levels of CDC42 and phospho-AKT, and reduced number of multiciliated cells in the fallopian tube, which could contribute to the occurrence of ectopic pregnancy.

**Fig. 7:**
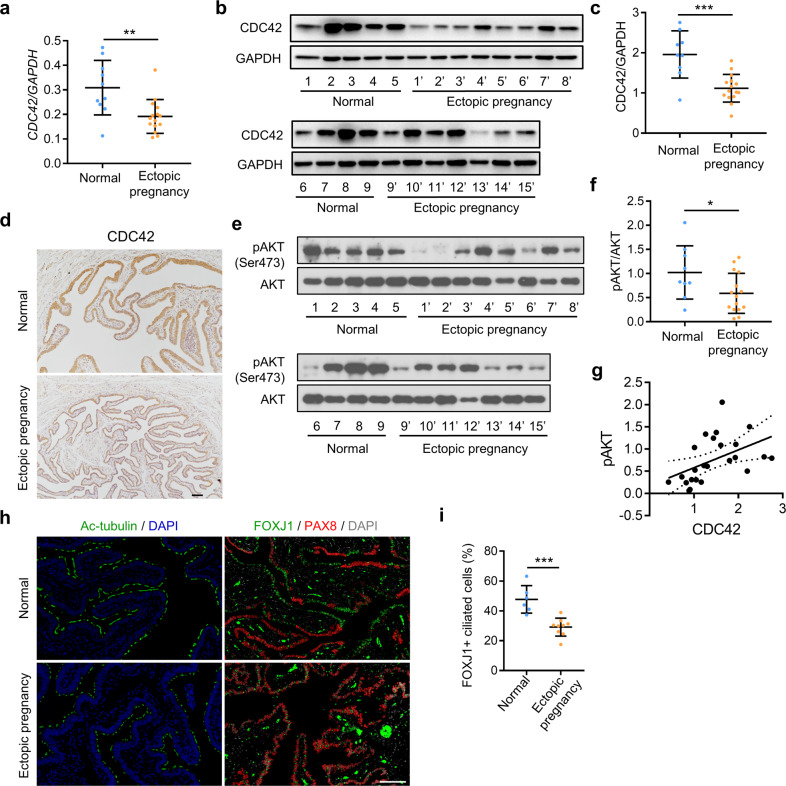
Decreased levels of oviduct CDC42 and phosphor-AKT in women with ectopic pregnancy. **a** Relative level of Cdc42 mRNA in the fallopian tubes from women with ectopic pregnancy (*n* = 15) and normal control (*n* = 10). **b**, **c** Western blot analysis of Cdc42 protein in the fallopian tubes from women with ectopic pregnancy (*n* = 15) and normal control (*n* = 9). **d** Immunostaining of CDC42 in the fallopian tubes from women with ectopic pregnancy and normal control. **e**, **f** Western blot analysis of phosphor-AKT and total AKT protein in the fallopian tubes from women with ectopic pregnancy (*n* = 15) and normal control (*n* = 9). **g** Correlational analysis of the protein levels of phosphor-AKT and CDC42 in all the fallopian tubes (*n* = 24) including women with ectopic pregnancy (*n* = 15) and normal control (*n* = 9). **h** Immunostaining of Ac-tubulin or FOXJ1 and PAX8 in the fallopian tubes from women with ectopic pregnancy and normal control. **i** Percentage of FOXJ1^+^ ciliated cells in the fallopian tubes from women with ectopic pregnancy (*n* = 9) and normal control (*n* = 6). Scale bars,100 μm. Mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test.

## Discussion

Multiciliated cells serve basic function of many critical biological events, such as in lung and oviduct. The transcriptional regulation network dominated by Notch signaling to control multiciliated cell differentiation has made significant progress through studies in *Xenopus* and mouse, but it is still far from fully explicating the complex molecular regulation mechanism [14, 35, 36]. In this study, we provide compelling evidence of multiciliated cell fate determination directed by Cdc42 through PI3K-AKT pathway. Specially, we found that CDC42 interacts with p110β to regulate AKT signaling in multiciliogenesis, but independent on its GTPase activity. Most importantly, this essentiality of CDC42-PI3K-AKT signaling for oviduct multiciliated cell differentiation is conserved from mouse to human with aberrantly lower expression of CDC42 and phospho-AKT, and reduced ratio of multiciliated cells in both the fallopian tube tissues and organoids derived from women with ectopic pregnancy.

Most vertebrate cells have either a single non-motile primary cilium or multiple motile cilia on the cell surface. The dysfunction of motile or immotile cilia is associated with a wide range of human diseases that are known as ciliopathies [37]. A previous research has shown ciliary mutant phenotypes, including hydrocephalus and pericardial edema in the zebrafish with *Cdc42* knockdown [22]. In addition, the ciliopathies include first-order ciliopathies, which are caused by the disruption of ciliary proteins, and second-order ciliopathies which result from the disruption of non-ciliary proteins that are required for ciliary function [37]. We found that CDC42 was localized in both secretory and ciliated cells of the oviducts. As a non-ciliary protein, CDC42 protein is required for the differentiation of secretory cells into multiciliated cells. A recent study which isolated cilia from the mucociliary epithelium of *Xenopus* embryos identified 1,009 reasonably abundant ciliary proteins. CDC42 was identified in the axoneme structure of motile cilia, which is consistent with our observation that CDC42 protein localize in the multiple cilia in both oviduct tissues and oviductal organoids [38]. Therefore, we speculate that besides the cell fate transition of secretory cells into multiciliated cells, CDC42 may be involved in the ciliary elongation and intraflagellar transport which warrant further efforts.

A number of studies have shown that in different organs, multiciliogenesis shares common fate determination mechanisms. In the airways, multiciliated cells originate from p63 and SOX2-expressing progenitors [39]. In the oviduct, multiciliated cells originate from PAX8-expressing secretory cells [11]. Inhibition of Notch signaling leads to differentiation into ciliated cells at the expense of secretory cells, which is required to arrest the proliferation of progenitor cells and to specify their differentiation into multiciliated cells in the airway and oviduct [10, 16, 17]. We investigated the expression of Notch signaling, from the ligands, receptors to target genes and unraveled that Notch signaling was indeed inhibited in the *Pgr*^*cre*^*Cdc42*^*f/f*^ mouse oviduct. The lower Notch activity in the absence of CDC42 was consistent with our observation that the proliferation of *Cdc42* KO organoid was impaired, emphasizing the importance of Notch signal to balance the self-renewal and differentiation of oviduct organoid. Our data showed that inhibiting Notch signaling is insufficient to initiate the multiciliogenesis in CDC42 deficient secretory cells.

For the underlying mechanism of multiciliogenesis, the involvement of AKT is rare report before. We found an obvious increase of phospho-AKT, total AKT, p110β, and PTEN after multiciliated cell differentiation. This indicated the PTEN-AKT signal execute the cellular context depend functions in oviduct epithelial cells. PTEN has been proven to regulate multicilia formation and cilia disassembly, which occurred after the multiciliated cell fate determination [40]. Here, our results indicated that differentiated organoids presented with both increased PI3K-AKT activation and PTEN expression level, which can be explained by a recent discovery that physiologic or oncogenic PI3K activation increases PTEN protein level [41]. We did not observe a marked difference of the CDC42 GTPase activity upon multiciliated cell differentiation, and in return, inhibiting the CDC42 GTPase activity did not suppress multiciliated cell differentiation in the oviduct organoids. CDC42 activate PI3K-AKT signaling by isoform specific regulation of p110β through its RAS-binding domain [34], while its role in multiciliated cell differentiation in both mouse and human oviduct is previously undefined. Previous studies presented that p110β bound to CDC42 in a GTP dependent manner, but the interaction was obviously observed in dominant-negative GDP-bound CDC42 in living cells or purified recombinant GDP-loaded CDC42 in vitro, indicating the important role of constitutive interaction between p110β and CDC42 [34, 42]. Moreover, how the CDC42 influence the mRNA and protein level of AKT members during multiciliogenesis also deserved the exploration.

Inhibiting PI3K-AKT signaling by small molecular inhibitor or CDC42 knockout impeded multiciliated cell differentiation by silencing the target genes involved in multiciliogenesis transcriptional regulatory network. Activated-AKT promotes transcriptional competence by phosphorylating a wide range of downstream effectors central to the regulation of apoptosis, transcription factors, and oncogenic factors. Besides, various key epigenetic regulators have been identified as AKT substrates, including DNA methyltransferase DNMT1, histone methyltransferase EZH2, histone demethylases KDM5A and histone acetyltransferase p300/CBP, to be involved in the PI3K-AKT mediated transcriptional competence [43, 44]. Further exploring the epigenetic regulatory mechanism by which PI3K-AKT ensures the activation of transcriptional cascade of multiciliogenesis, including GEMC1, MCIDAS, MYB, TAp73, and FOXJ1, will broad our understanding of oviduct multiciliated cell differentiation.

Nonetheless, we provided evidence that CDC42 is an essential player in controlling the oviductal secretory cells differentiate into multiciliated cells and uncovered the novel regulatory role of PI3K-AKT signal besides the well-known Notch pathway inhibition, in governing multiciliogenesis in the oviduct (Supplementary Fig. 10). The remarkable relevance between the aberrantly CDC42-PI3K-AKT signal cascade and reduced ratio of multiciliated cells in the fallopian tube of women with ectopic pregnancy is of potential clinical significance by benefiting new therapeutic strategies development and pregnancy improvement.

## Materials and methods

### Human fallopian tube samples

Women who underwent surgical treatment for tube pregnancy were included as the ectopic pregnancy group (*n* = 15). The control samples of fallopian tube at mid-luteal phase were collected from women undergoing hysterectomy for benign gynecological conditions, without using any hormonal medication within 3 months (*n* = 10). All women had a regular 21–35 days menstrual cycle and did not have a history of tubal pathology. The collected tissues were rinsed several times to remove all visible blood, then were snap-frozen in liquid nitrogen for RNA and protein extraction, fixed in 4% paraformaldehyde (PFA) for histology and immunostaining assay, or digested to separate primary epithelial cells for organoid culture. Written consent was obtained from all participants attending the Department of Obstetrics and Gynecology of The Third Affiliated Hospital of Guangzhou Medical University.

### Mice and treatments

*Cdc42*^*f/f*^ mice containing loxP sites flanking exon 2 of the *Cdc42* gene were produced by homologous recombination as described previously [45]. *Pgr*^*Cre/+*^ mouse models were utilized to delete *Cdc42* in the female reproductive tract [23]. The conditional knockout females (*Pgr*^*Cre/+*^*Cdc42*^*f/f*^) and *Cdc42*^*f/f*^ control littermates were used in the experiments. Female mice at least 8 weeks old were mated with fertile WT males to induce pregnancy (vaginal plug = day 1 of pregnancy). The number of embryos from uterus and oviduct was calculated as a percentage of the total morula and blastocyst stage embryos collected. Mice that failed to recover any embryos were excluded from the statistical analysis. Mouse blood samples were collected on day 4 in the morning and serum P4 as well as E2 levels were measured by radioimmunoassay. Affi-Gel Blue Gel (Bio-Rad; 100‒200 mesh, no.153-7302) beads about the size of an eight-cell embryo were transferred into the oviduct umbrella of D1 pseudopregnant mice, and mice were sacrificed on D4 to check the localization of transferred blue beads. All mice were housed in the Animal Care Facility of Xiamen University, in accordance with the guidelines for the care and use of laboratory animals.

### Organoid cultures and assays

For mice organoid derivation, oviducts were dissected from *Pgr*^*Cre/+*^*Cdc42*^*f/f*^ and *Cdc42*^*f/f*^ mice. The isthmus was carefully separated under a microscope, minced, and digested with 0.5 mg/ml Collagenase type I (Sigma) and 0.012% (w/v) Dispase (STEMCELL Technologies) at 37 °C for 30 min, followed by incubation in TrypLE™ Express Enzyme (Thermo Fisher Scientific) for 10 min at 37 °C and inactivation with 1% FBS in DMEM (Gibco). Dispersed epithelia cells were mixed with Matrigel (BD Bioscience), seeded, and maintained in culture as described previously [46].

For human fallopian tube organoids, samples were washed with Dulbecco’s PBS (DPBS), and excessive connective and vascular tissue was removed. Tubes were opened longitudinally to expose the mucosal folds, washed with DPBS and incubated with Collagenase type I and Dispase for 45 min at 37 °C. The retrieved primary cells were seeded in 2D culture for 5-7 days before seeding in Matrigel for 3D organoid formation as described previously [10].

Media were changed every 2–3 days, and organoids were passaged (~10,000 cells/well) every 8 days. For passaging, growth medium was removed, and Matrigel was resuspended in cold Cultrex® Organoid Harvesting Solution and recovered by centrifugation at 500 × *g* for 5 min, then resuspended in 500 μl TrypLE Express Enzyme (Gibco) for 10 min at 37 °C. Cells were seeded as indicated for each experiment. For freezing, cells were resuspended in CELLSAVING™ Serum-Free Cell Freezing Medium (New Cell & Molecular Biotech, Suzhou, China), cooled, and stored in liquid nitrogen.

To induce *Cre* mediated *Cdc42* knockout in vitro, organoids from *Cdc42*^*f/f*^ mouse oviduct were digested as described above, then infected with recombinant adenovirus Ad5-CMV-Cre (Ad-Cre), purchased from Genechem (Shanghai, China). After incubating for 4 h, cells were recovered by centrifugation at 500 × *g* for 5 min, then embedded into Matrigel for organoid formation. To induce multiciliated cell differentiation, the oviductal organoids were treated with 1 × 10^−8^ M Estrogen (E2) and 1 μM Notch inhibitor Dibenzazepine (DBZ) for 6 days, with or without indicated inhibitors (ML141, Casin, ZSTK474, PD0325901 and SCH900353) or activators (Sc79). All the reagents were listed in Table S1.

### Oviductal epithelial OE-E6/E7 cell culture and siRNA treatment

Immortalized human oviductal epithelial OE-E6/E7 cells were maintained in DMEM/F12 containing 10% fetal bovine serum at 37 °C, 5% CO_2_. OE-E6/E7 cells were transfected with siRNA for Cdc42 and cultured for 48 h.

### Histology and immunostaining

Tissues were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight. Organoids were fixed in 4% PFA at room temperature for 30 min and placed in Histogel (Thermo Fisher Scientific) before tissue processing and embedding. Formalin-fixed paraffin-embedded tissue sections (5 μm) were de-paraffinized, rehydrated, and then stained with hematoxylin and eosin (H&E) or subjected to IHC and Immunofluorescence as described previously [47]. All the antibodies were listed in Table S2. Masson’s trichrome staining was performed using Masson’s trichrome kits (Beijing Leagene Biotechnology Co., Ltd, DC0033). A TUNEL Kit (Vazyme, A111-01) was used to detect apoptotic cells according to the manufacturer’s instructions.

### In situ hybridization

In situ hybridization was performed as previously described [48]. Frozen sections (10 μm) were mounted onto poly-l-lysine-coated slides and fixed in 4% PFA solution in PBS at 4 °C. In situ hybridization with isotopes, or digoxygenin (DIG)-labeled, antisense RNA probes were performed on cryosections.

### Transmission electron microscopy

Mouse oviducts were fixed with 3% glutaraldehyde, post-fixed in 1% osmium tetroxide (OsO4), and embedded in EMbed 812 (Electron Microscopy Sciences, Hatfield, PA, USA) for ultrastructural analysis under a Hitachi H-7600 transmission electron microscope (Hitachi High-Technologies America, Inc., Pleasanton, CA, USA).

### Western blot analysis

Tissues and organoids were homogenized in whole-cell lysis buffer (50 mM Tris-HCl pH 7.6, 150 mM NaCl and 1.0% NP-40) containing a protease inhibitor cocktail (Roche Life Science) and a phosphatase inhibitor cocktail (Sigma). Western blot analysis was performed as described previously [48]. All the antibodies were listed in Table S2.

### Co-IP binding assays

Co-IP assays were performed as previously described [49]. Whole-cell protein (500 μg) from organoids was used for co-IP. After overnight incubation at 4 °C with 2 μg antibody, Dynabeads Protein A (Thermo Fisher Scientific, 10002D) was incubated 3 h at 4 °C and then were washed with IP washing buffer three times. Immunoprecipitated proteins were separated by SDS-PAGE and analyzed by Western blot, using antibodies against CDC42 and p110β. The control immunoprecipitation was performed by incubating the lysates with rabbit IgG (Abmart, B30011).

### Endogenous CDC42 activity detection

CDC42-GTP (Active-CDC42) and Active-RAC1 levels in organoids before and after E2 and DBZ treatment were determined using RAC1/CDC42 Activation Magnetic Beads Pull-down Assay Kits from Merck Millipore following the instructions. In brief, 100 μg of clarified total lysates were incubated with PAK-1 PBD magnetic beads in microfuge tube at 4 °C for 1 h, and the amount of total and active CDC42 or RAC1 were detected by western blot. G-LISA Cdc42 Activation Assay Biochem Kit (Cytoskeleton, BK127) was used to measure levels of activated CDC42 in organoids treated with CDC42 activity inhibitors was determined using according to the manufacturer’s instructions.

### RNA extraction and real-time polymerase chain reaction analysis

A total of 1 μg RNA was used to synthesize cDNA. The expression levels of different genes were validated by real-time PCR analysis using the QuantStudio5 Real-Time PCR System (Applied Biosystems). All the real-time PCR experiments were repeated at least three times. The primers for qPCR were listed in Table S3.

### RNA-seq and data analysis

Total RNA was isolated from the mouse oviducts and organoids following the standard TRIzol extraction protocol. A total of 6 cDNA libraries (*Pgr*^*Cre/+*^*Cdc42*^*f/f*^ and *Cdc42*^*f/f*^ mouse oviducts with three biological replicates) were sequenced using the BGISEQ-500 system by Huada Gene Technology Co., Ltd. (Shenzhen, China) to generate raw reads. A total of 10 cDNA libraries from organoids were generated using V8 RNA-seq Library Prep Kit (Vazyme, NR605) according to the manufacturer’s instructions, then sequenced using Illumina Nova seq platform (PE150) by Novogene Bioinformatics Technology Co., Ltd (Beijing, China) to generate raw reads. The expression levels of genes were presented as reads per kilobase per million by Tophat2 and visualized by R.

### Statistical analysis

Each experiment was repeated at least three times. All values are expressed as the mean ± SD. No statistical methods were used to predetermine the sample size. Mice were randomly allocated to experimental groups. No blinding method was used for animal studies. There was no animal exclusion criteria. The variance was similar between the groups that were being statistically compared. Two-tailed unpaired Student’s *t* tests were used for comparisons of two groups. ANOVA with Tukey’s multiple comparisons test was applied for experiments involving more than two groups. A *P* value < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Figures and Legends

Table S1

Table S2

Table S3

Original Data File

Reproducibility checklist

## Data Availability

RNA-seq data sets generated in this study have been deposited at the Gene Expression Omnibus (GEO) database under accession number GSE185465 for Cdc42f/f and PgrCre/+Cdc42f/f mouse oviducts and GSE185323 for Cdc42 F/F, Cdc42 PgrKO, and Cdc42 AdKO oviductal organoids before and after induced differentiation, respectively.

# Supplementary material for: CDC42 governs normal oviduct multiciliogenesis through activating AKT to ensure timely embryo transport
**Source:** Cell Death Dis. 2022 Sep 2;13(9):757. doi: 10.1038/s41419-022-05184-y
**Supplement:** Supplementary file 1 — Supplementary Figures and Legends

**Supplementary Figures and Figure Legends**

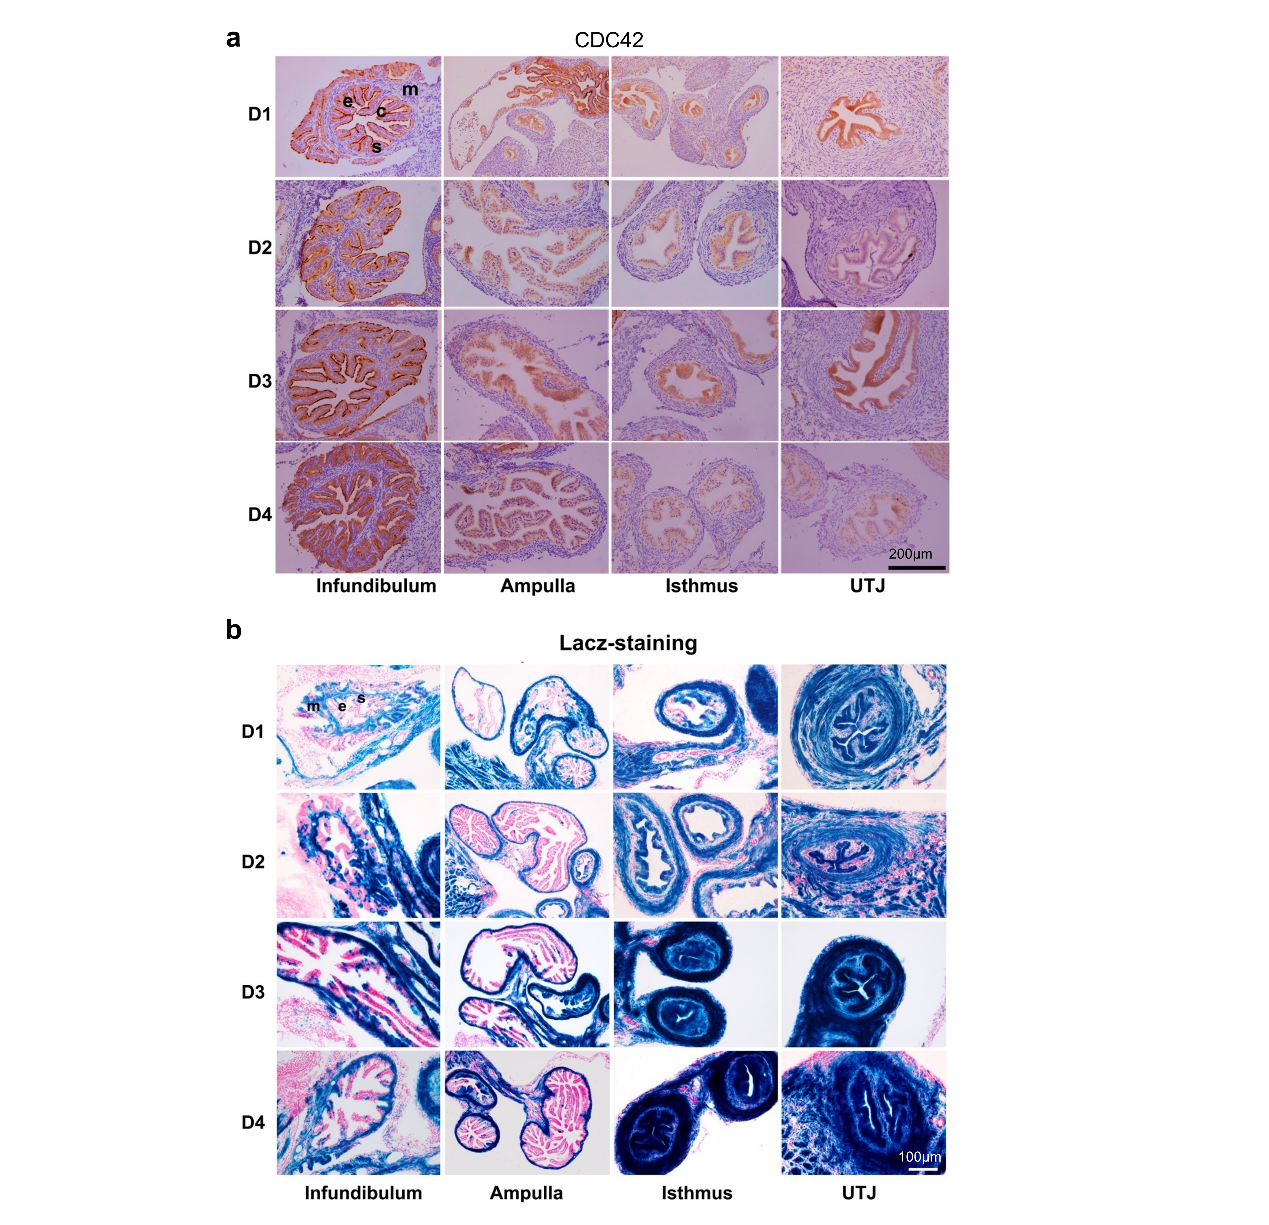

**Fig. S1.** **The expression of CDC42 and the efficiency of Pgr-Cre in the oviducts**

(a) Immunostaining of CDC42 protein in D1-4 oviducts. Scale bars, 200 μm. (b) X-gal staining of *Pgr^cre^ROSA26^Lacz^* mice oviducts on D1-4. c, cilia; e, epithelium; s, stromal; m, muscle. Scale bars, 100 μm.

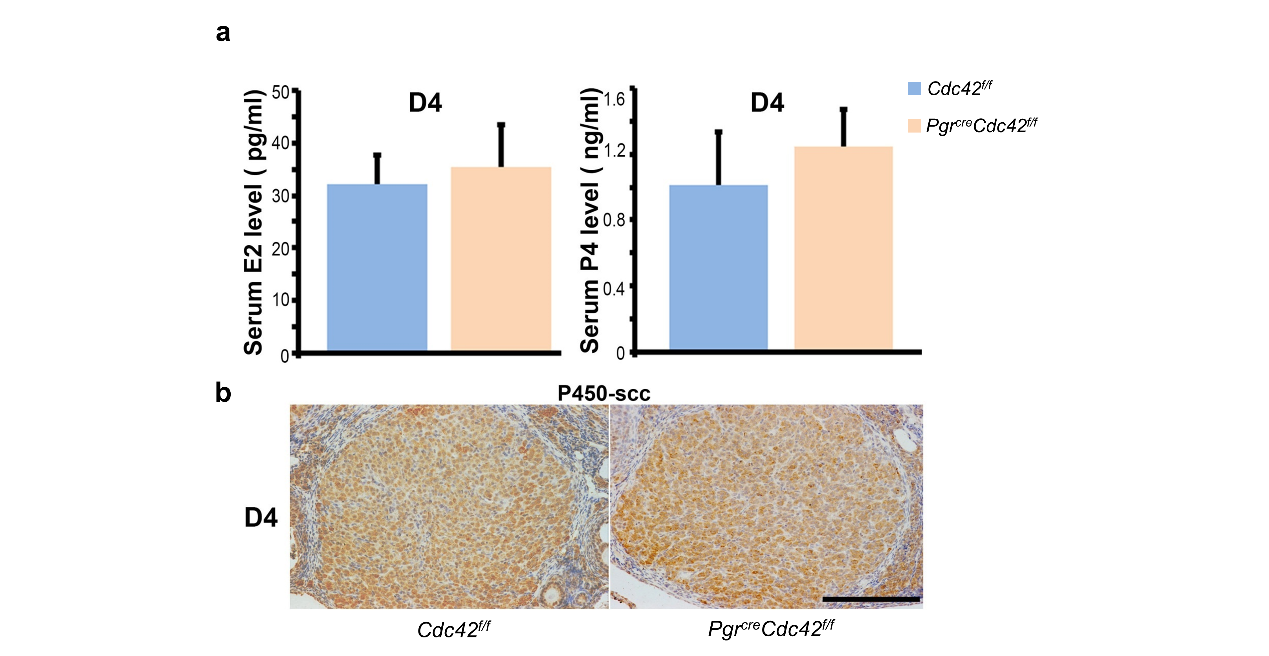

**Fig. S2.** **Apparently normal ovarian steroid hormone secretion at periimplantation in *Pgr^cre^Cdc42^f/f^* mice**

(a) Comparable serum levels of E2 and P4 in day 4 *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mice. (b) Immunostaining of P450scc in day 4 *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* ovaries. Scale bars,100 μm. Mean ± SD. **P* < 0.05, Student’s *t* test. Scale bars, 100 μm.

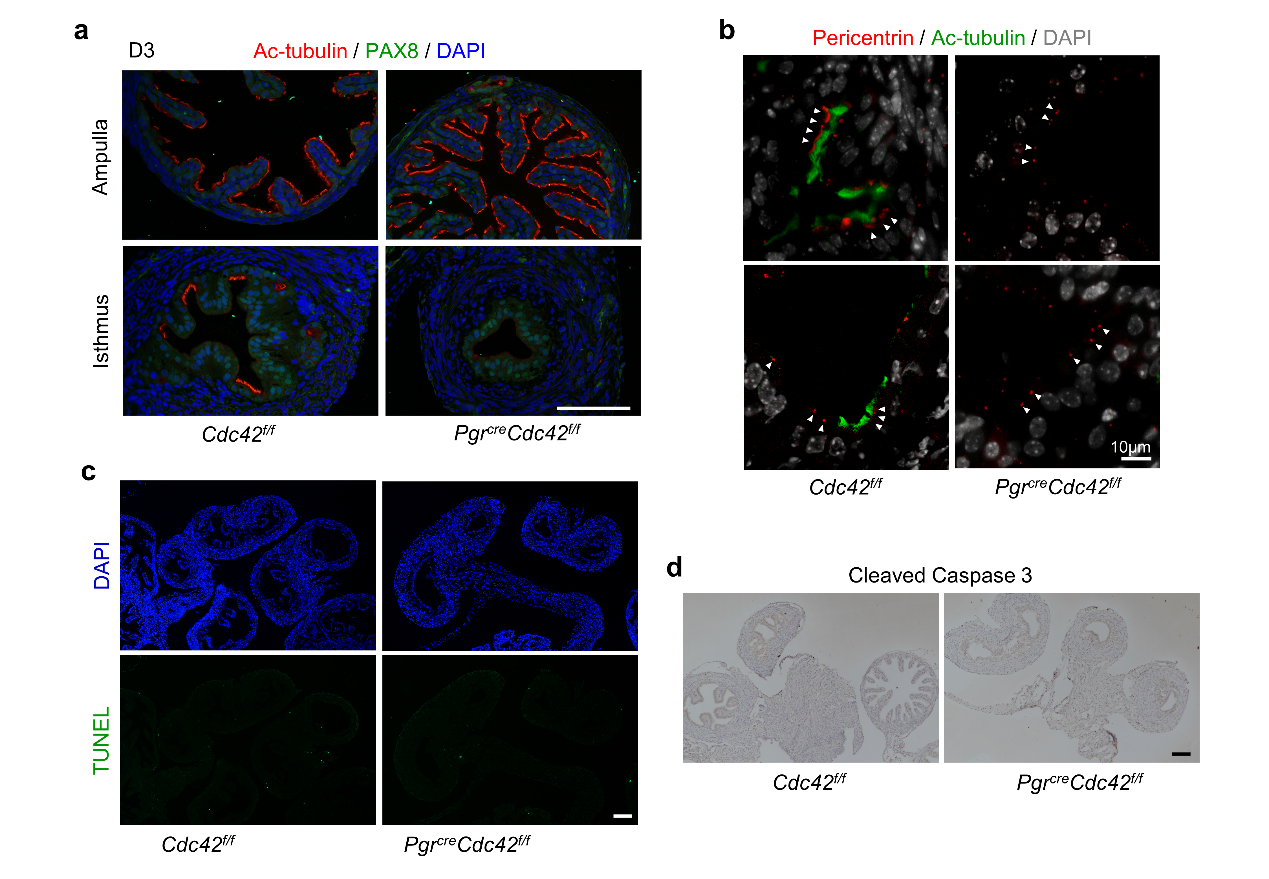

**Fig. S3.** **Pgr^cre^Cdc42^f/f^ mice showed reduced number of ciliated cells and basal bodies, without increased number of apoptotic cells.**

(a) Dual immunostaining showed the FOXJ1^+^ ciliated cells and PAX8^+^ secretory cells in the isthmus of *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* pregnant mice on day 3. (b) Dual immunostaining of Pericentrin and Ac-tubulin in the isthmus of *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mice. (c) TUNEL staining of the *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mice oviducts. (d) Immunostaining of Cleaved Caspase 3 in the *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mice oviducts. Scale bars, 100 μm.

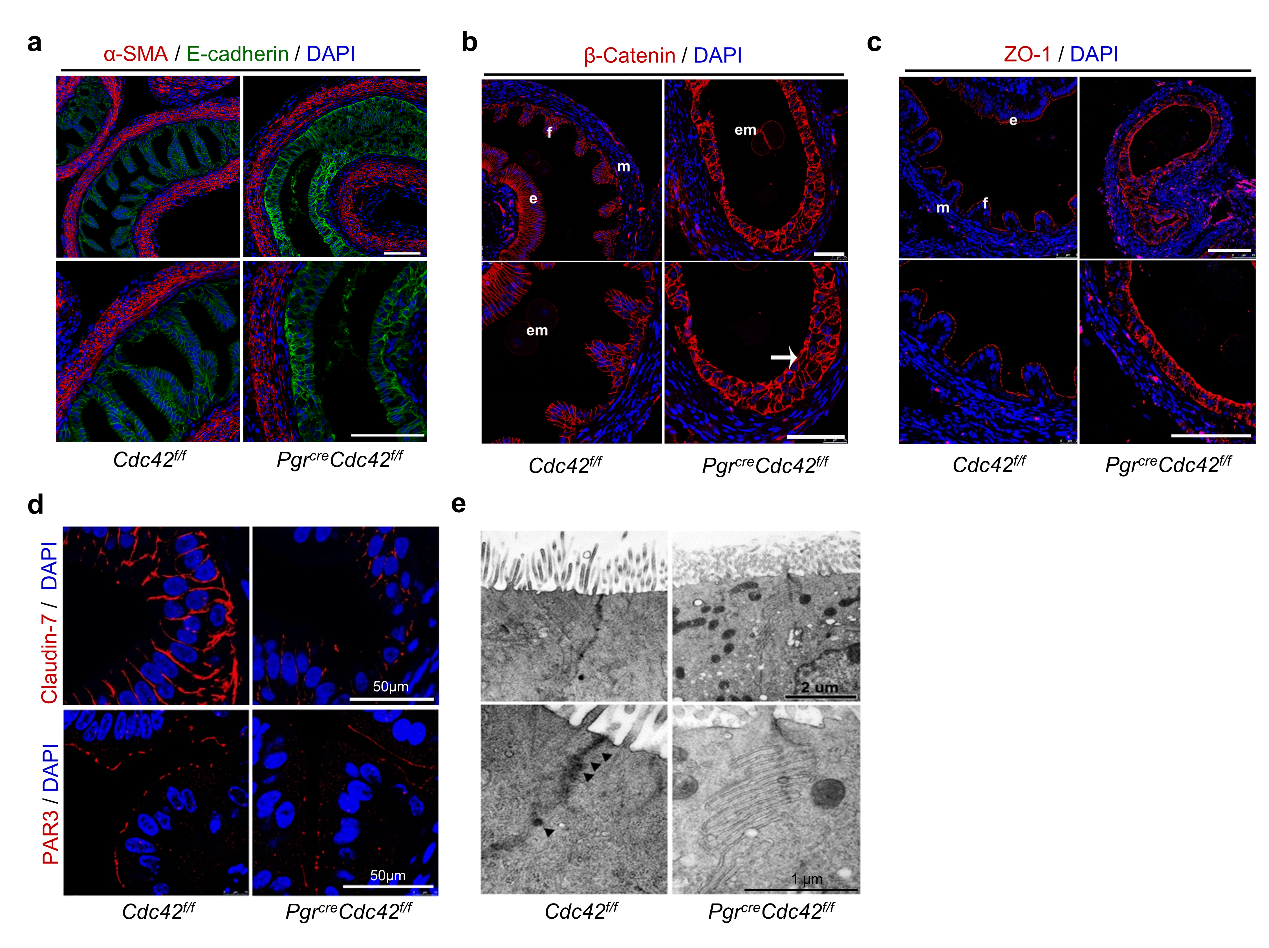

**Fig. S4. CDC42 deficiency impairs the epithelial cell junctions in the oviduct**

(a-d) Immunostaining of α-SMA and E-cadherin (a), β-catenin (b), ZO-1 (c), Claudin-7 and PAR3 (d) showed impaired adhesion junction and tight junction in the isthmus of *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. (e) Transmission electron microscopy showed the defective tight junction and desmosomes in the isthmus of *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. Scale bars, 100 μm.

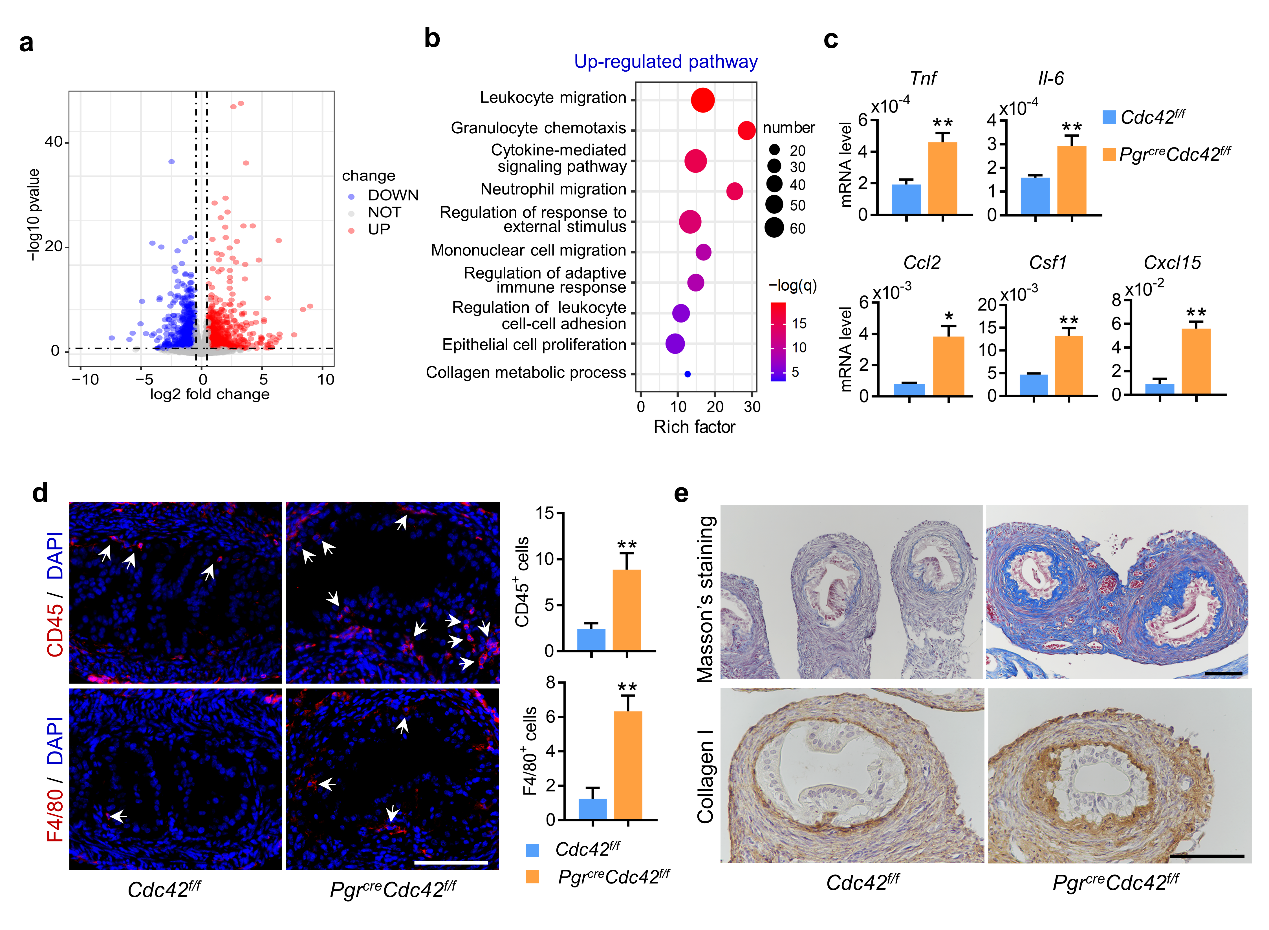

**Fig. S5.** **CDC42 deficiency is associated with augmented inflammation** **in the oviduct**

(a) Volcano plot showed significantly changed genes in the *Pgr^cre^Cdc42^f/f^* mice (n = 3) oviducts compared with that in the *Cdc42^f/f^* mice (n = 3) oviducts. (b) Go enrichment analysis of up-regulated genes in the *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. (c) RT-qPCR analysis of Tnf, Il-6, Ccl2, Csf1 and Cxcl15 between the *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. (d) Immunostaining of CD45 and F4/80 showed increased number of leukocytes and macrophages in the isthmus of *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. (e) Masson’s staining and immunostaining of Collagen I showed fibrosis in the isthmus of *Pgr^cre^Cdc42^f/f^* mouse oviducts on day 2. Arrowheads, sites of tight junction (up) and desmosomes (down). Arrows, CD45^+^ or F4/80^+^ cells. e, epithelium; f, folds; m, muscle. Scale bars, 100 μm. Mean ± SD. **P* < 0.05, ***P* < 0.01, Student’s t test.

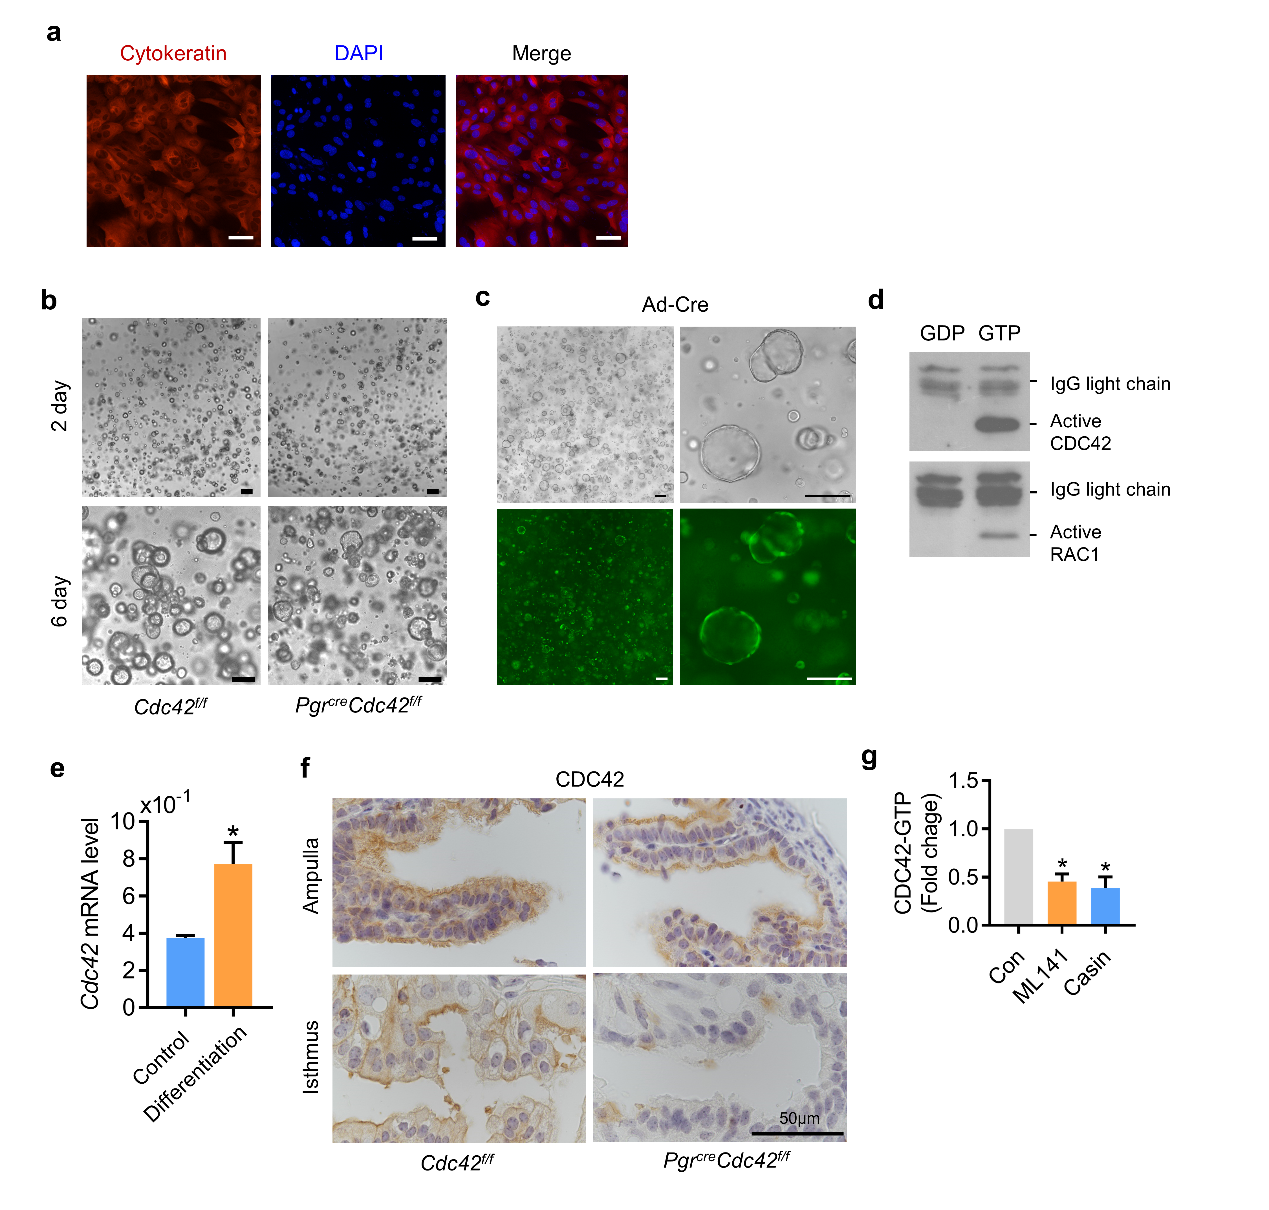

**Fig. S6.** **Construction of oviductal organoids**

(a) Immunostaining of Cytokeratin in the isolated oviduct epithelia cells. (b) Bright field images of oviduct organoids from *Cdc42^f/f^* and *Pgr^cre^Cdc42^f/f^* mice oviduct isthmus. (c) GFP fluorescence showed the infection efficiency of Ad-Cre in *Cdc42^f/f^* oviduct organoids. (d) Protein extracts from normal oviduct organoids were incubated with GDP or GTP, then subjected to western blot assay. (e) RT-qPCR assay of Cdc42 mRNA in organoids before and after E2 and DBZ induced differentiation. (f) IHC assay showed CDC42 localization in the cytoplasm of epithelial cells and cilia of multiciliated cells in the oviducts. (g) G-LISA Cdc42 Activation Assay Biochem Kit was used to measure levels of activated CDC42 in organoids treated with CDC42 activity inhibitors, ML141 (10 μM) or Casin (5 μM). Scale bars,100 μm. Mean ± SD. *P < 0.05, Student’s t test.

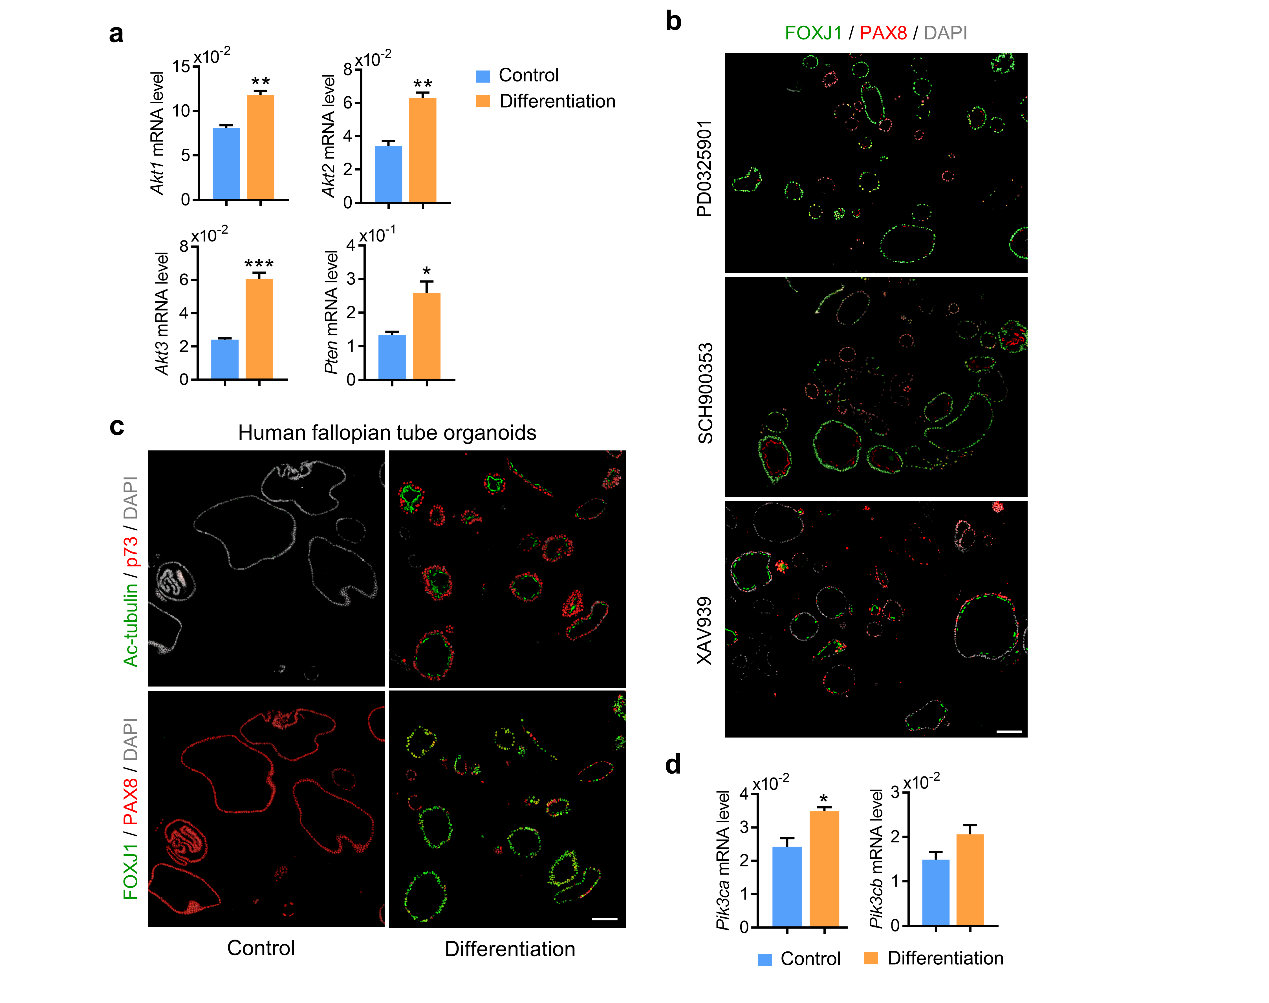

**Fig. S7.** **The role of PI3K-AKT, ERK and Wnt signaling on multiciliated cells differentiation.**

(a) RT-qPCR analysis of Akt1, Akt2, Akt3 and Pten in *Cdc42^f/f^* organoids before and after differentiation. (b) *Cdc42^f/f^* oviduct organoids were treated with 10 nM Estrogen and 1 μM Notch inhibitor DBZ, with ERK activity inhibitors PD0325901 (10 μM), SCH900353 (10 μM) or XAV939 (10 μM), then subjected to immunostaining of FOXJ1 and PAX8. (c) Human fallopian tube organoids were treated with 10nM Estrogen and 1 μM DBZ for 6 days, then subjected to immunostaining of Ac-tubulin and p73 or FOXJ1 and PAX8. (d) RT-qPCR analysis of Pik3ca and Pik3cb in *Cdc42^f/f^* organoids before and after differentiation. Scale bars,100 μm. Mean ± SD. *P < 0.05, **P < 0.01, Student’s t test.

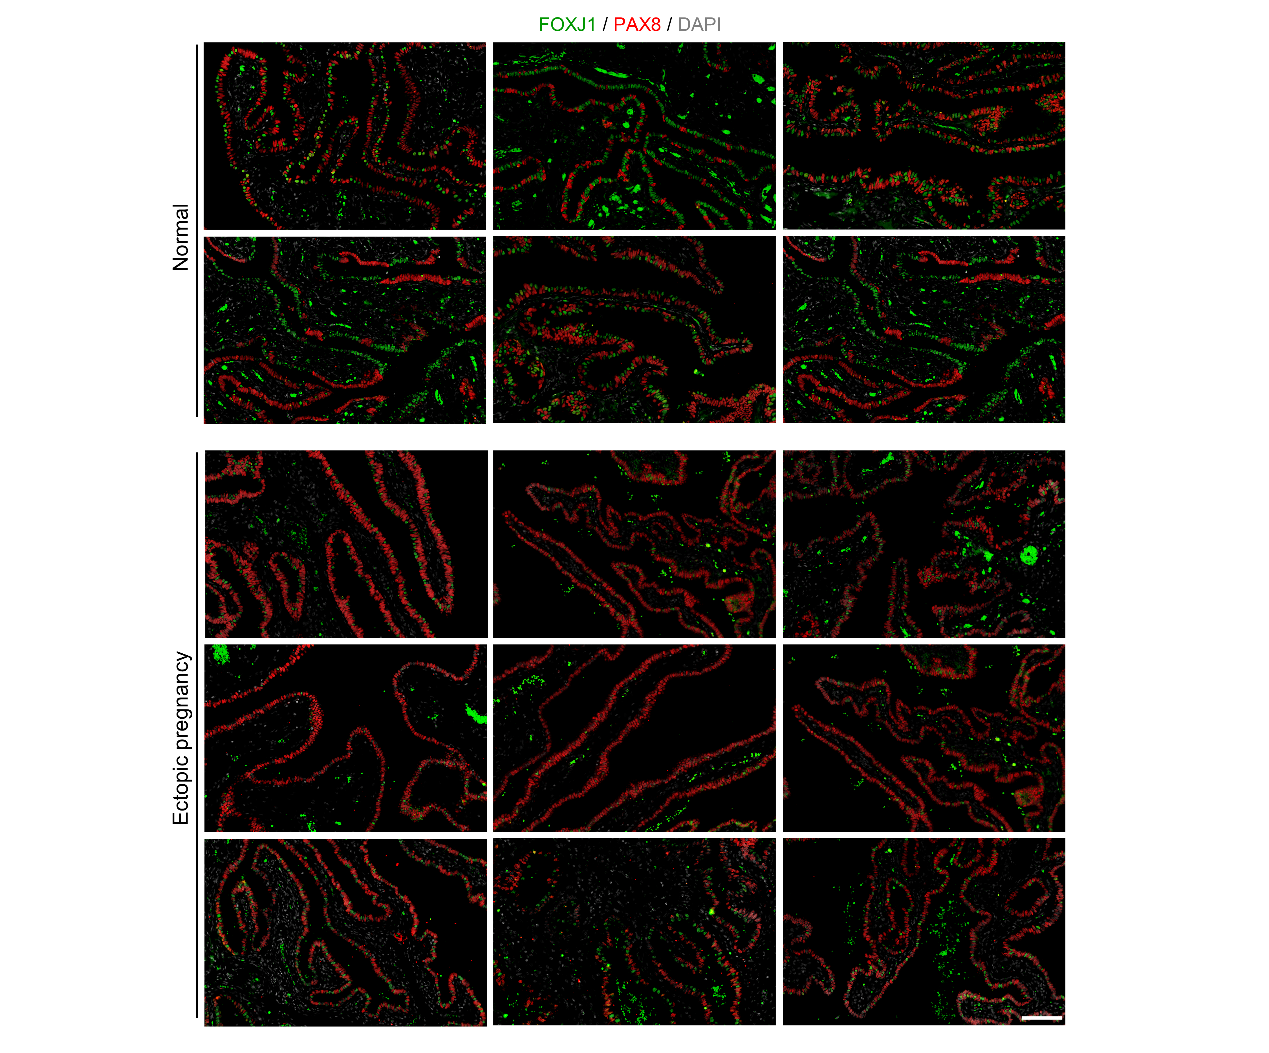

**Fig. S8.** **Reduced percentage of ciliated cells in the fallopian tubes from women with ectopic pregnancy.**

Immunostaining of FOXJ1 and PAX8 in the fallopian tubes from women with ectopic pregnancy (n = 9) and normal control (n = 6). Scale bars, 100 μm.

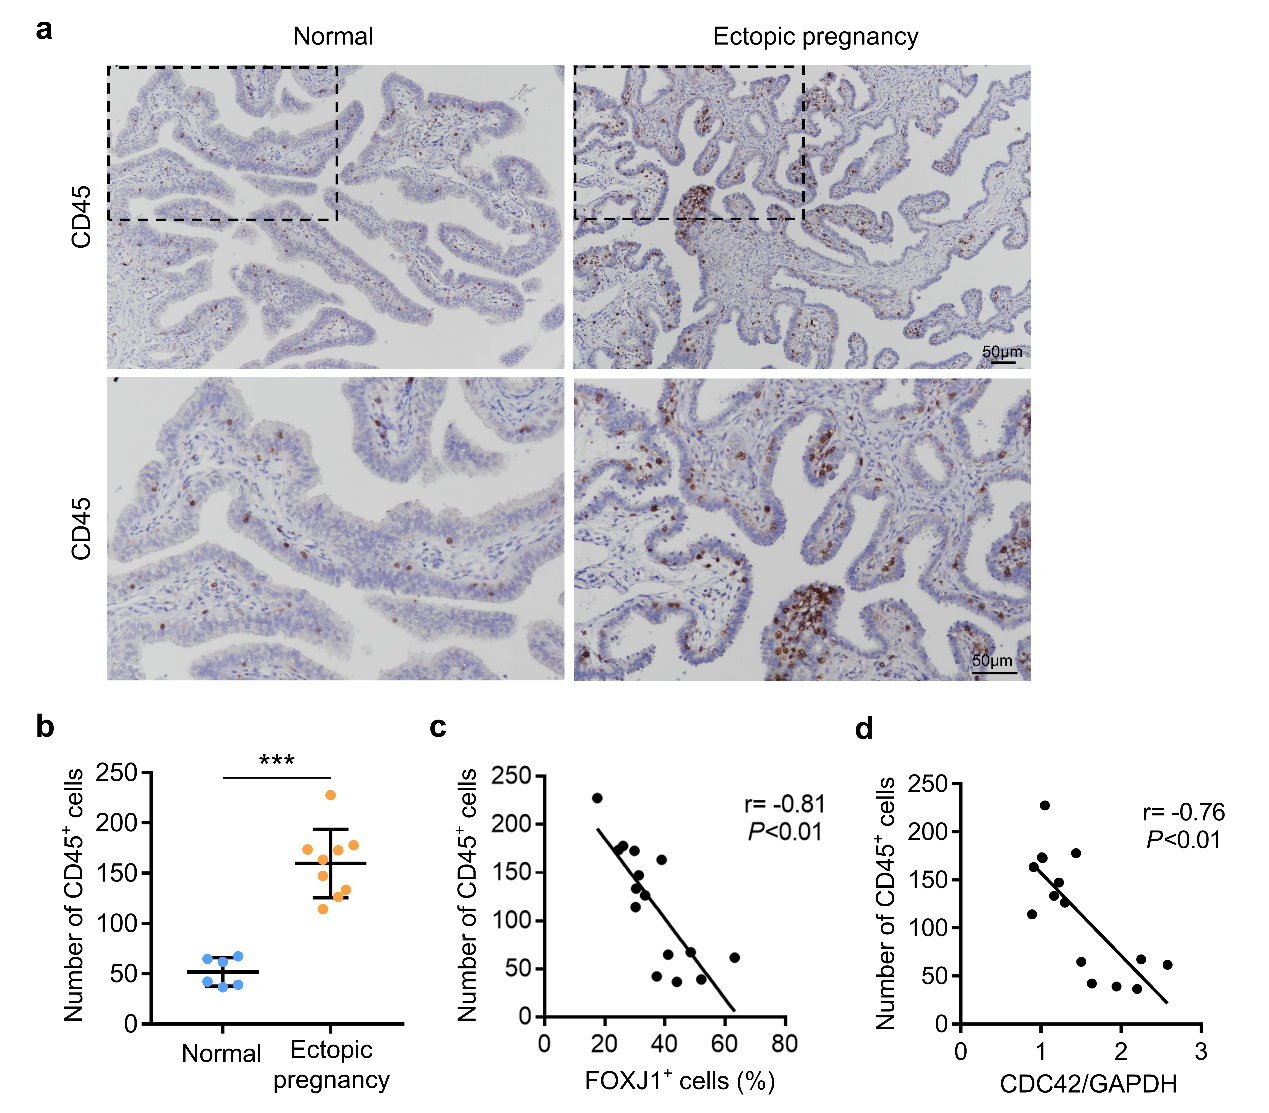

**Fig. S9. Augmented inflammation in the fallopian tubes from women with ectopic pregnancy.**

(a, b) Immunostaining of CD45 and comparison of the number of CD45^+^ in the fallopian tubes from women with ectopic pregnancy (n = 9) and normal control (n = 6). (c) Correlational analysis of the number of CD45^+^ cells and the percentage of FOXJ1^+^ ciliated cells in the fallopian tubes from women with ectopic pregnancy (n = 9) and normal control (n = 6). (d) Correlational analysis of the number of CD45^+^ cells and the relative CDC42 protein levels in the fallopian tubes from women with ectopic pregnancy (n = 9) and normal control (n = 6). Scale bars, 50 μm. Mean ± SD. ****P* < 0.001, Student’s *t* test.

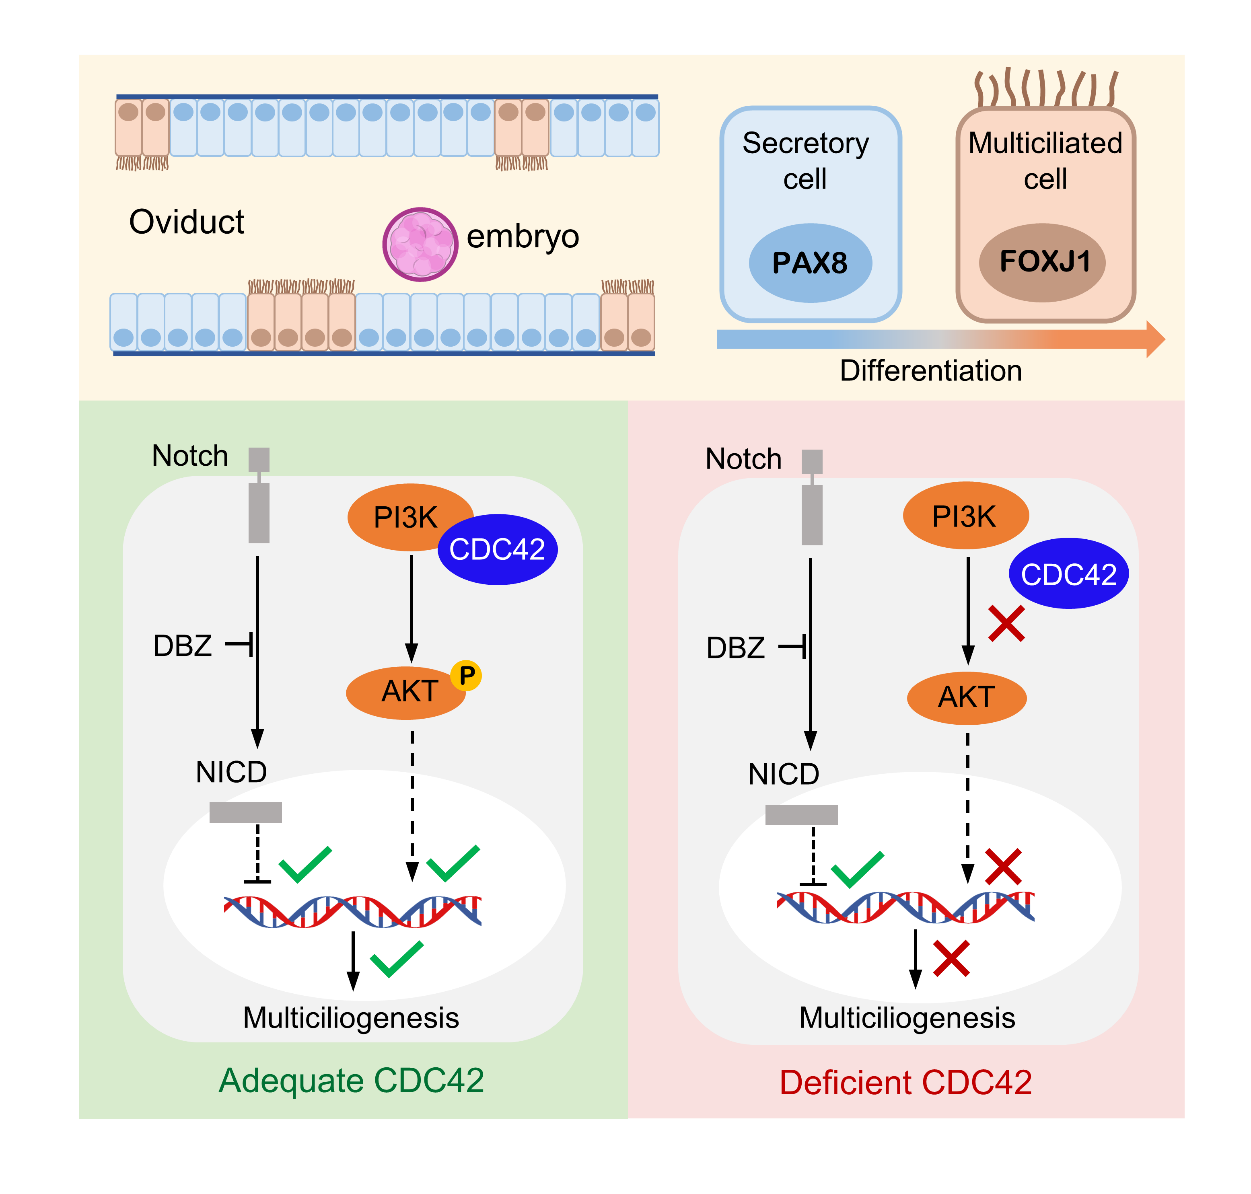

**Fig. S10. The diagram showing the critical function of CDC42-AKT signal cascade paralleled to Notch inhibition for multiciliogenesis.**

During the normal multiciliogenesis in the oviduct, besides the well-known inhibition of Notch pathway, the CDC42 regulated AKT activation is also indispensable for this process; in the deficient of CDC42, though the activity of Notch pathway is low, the multiciliogenesis is defective due to the reduced AKT activation.

# Supplementary material for: CDC42 governs normal oviduct multiciliogenesis through activating AKT to ensure timely embryo transport
**Source:** Cell Death Dis. 2022 Sep 2;13(9):757. doi: 10.1038/s41419-022-05184-y
**Supplement:** Supplementary file 5 — Original Data File

Figure 1

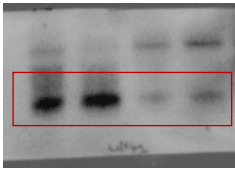

Figure 1c_CDC42

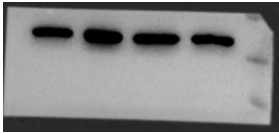

Figure 1c_β-Actin

Figure 3

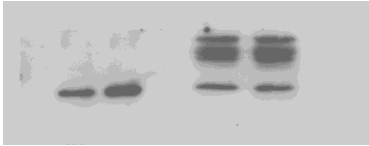

Figure 3g_
CDC42

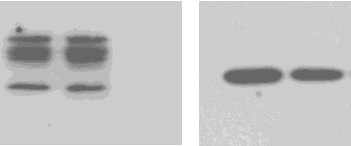

Figure 3g_
Active-CDC42

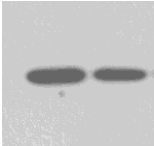

Figure 3g_
β-Actin

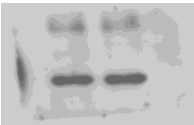

Figure 3g_RAC1

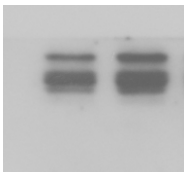

Figure 3g_
Active-RAC1

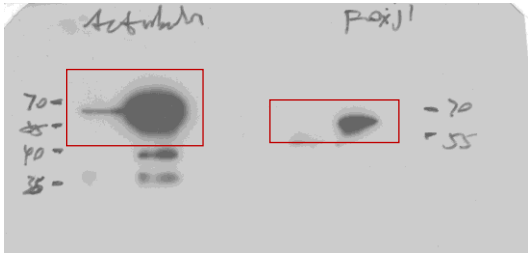

Figure 3g_
Ac-tubulin

Figure 3g_
FOXJ1

Figure 4

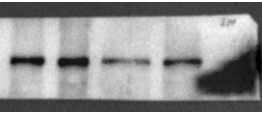

Figure 4c_NICD1

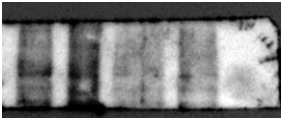

Figure 4c_NICD2

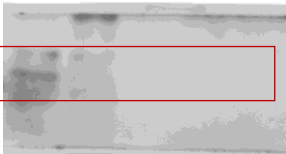

Figure 4g_HES1

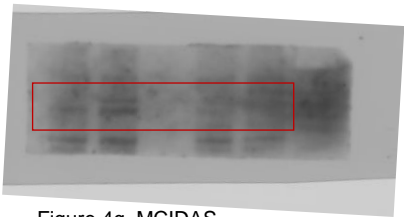

Figure 4g_MCIDAS

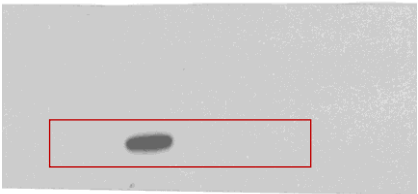

Figure 4g_Ac-tubulin

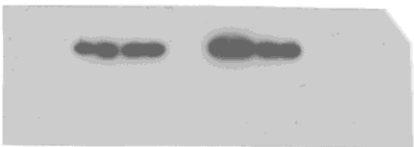

Figure 4g_β-Acitrn

Figure 6

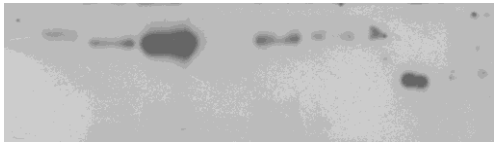

Figure 6a_AKT

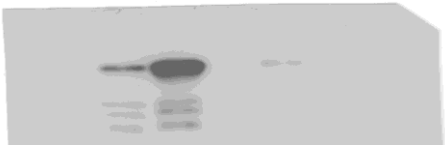

Figure 6a_pAKT(S473)

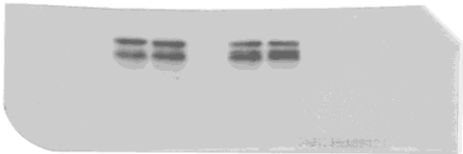

Figure 6a_ERK

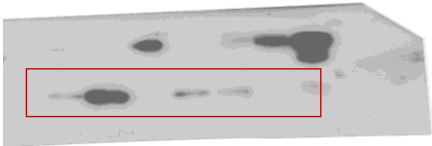

Figure 6a_pAKT(T308)

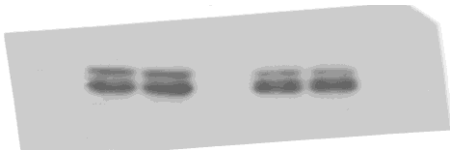

Figure 6a_pERK

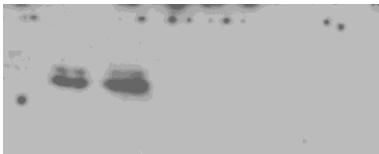

Figure 6i_CDC42

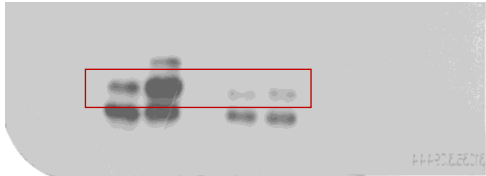

Figure 6a_PTEN

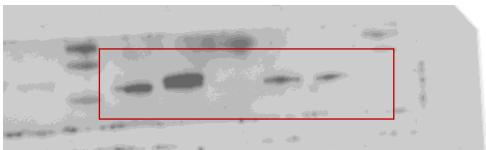

Figure 6i_p110β

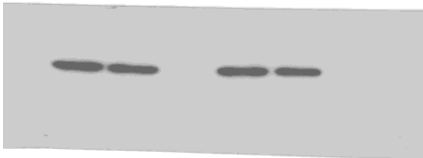

Figure 6a_β-Actin

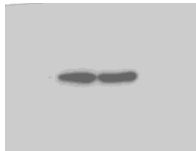

Figure 6c_β-Actin

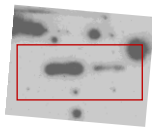

Figure 6c_pAKT

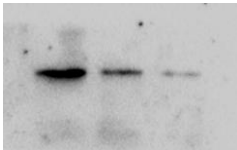

Figure 6h_CDC42

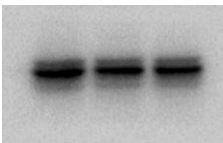

Figure 6h_AKT

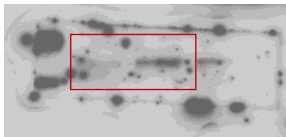

Figure 6e_pAKT

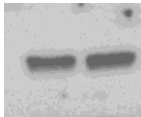

Figure 6e_β-Actin

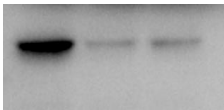

Figure 6h_pAKT(S473)

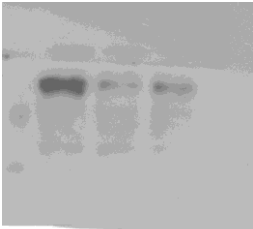

Figure 6h_pAKT(T308)

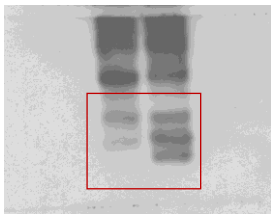

Figure 6j_CDC42

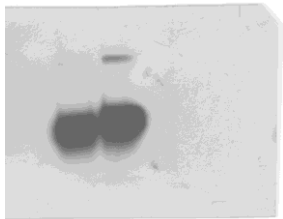

Figure 6j_p110β

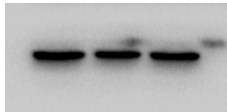

Figure 6h_β-Actin

Figure 7

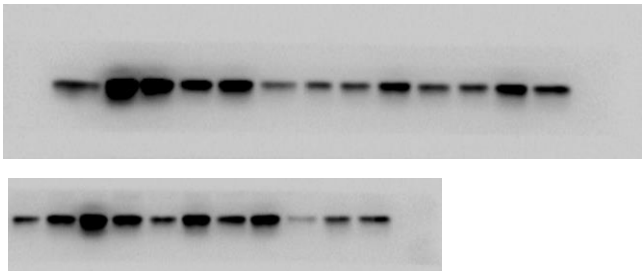

Figure 7b_CDC42

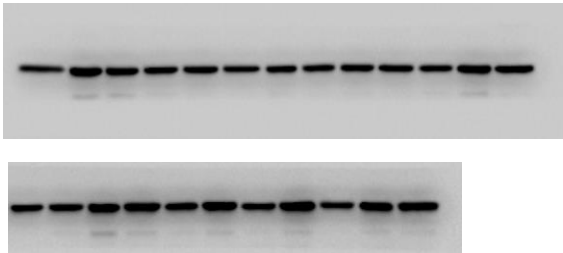

Figure 7b_GAPDH

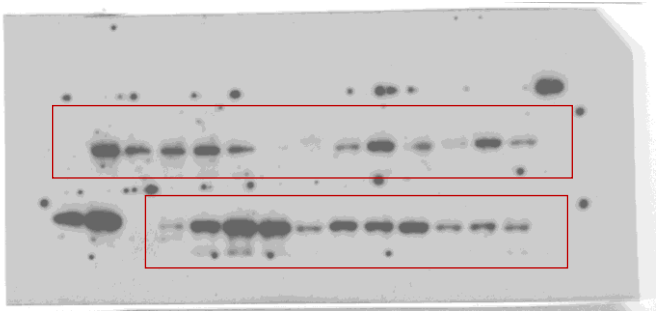

Figure 7e_pAKT

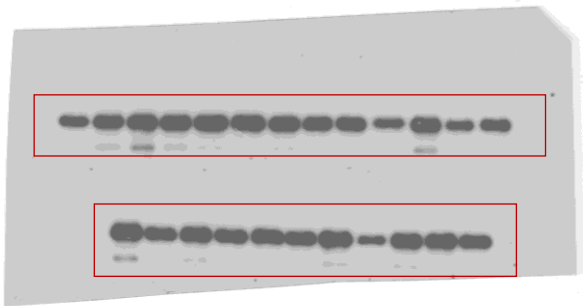

Figure 7e_AKT

How the deposited data were processed for this re-analysis (not part of the article)

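The deposited table holds FPKM (fragments per kilobase of exon, scaled to library size) for 10 organoid libraries, which per the submitters' notes the authors made from reads aligned to mm10 with HISAT2 and processed with edgeR, without stated versions. The methods of the paper name Tophat2 and RPKM instead. The table gives gene symbols only, so each gene was placed on mm10 through its symbol in GENCODE M21. It has 54152 lines and 1 repeated symbol, Tnfrsf12a, and 54041 symbols match 1 gene model. Values multiplied by exon length and library size gave whole numbers of reads within 0.01 read for at least 99.99% of values in each library. The reads recovered in this way numbered 13717780 and 16816972 in F/F_Con, 14252415 and 16061729 in F/F_Diff, 13522734 and 14918853 in PgrKO_Con, 11769723 and 17330672 in PgrKO_Diff, 12153200 in AdKO_Con and 11744271 in AdKO_Diff. Between 12847 and 13568 genes per library reached 1 FPKM, the 10 most abundant genes took 6.5% to 9.35% of the reads, and mitochondrial genes took 2.69% to 4.8%. The correlation between the replicate libraries was 0.953 in F/F_Con, 0.955 in F/F_Diff, 0.933 in PgrKO_Con and 0.911 in PgrKO_Diff, and the spread between replicates was 37.0 to 82.1 times that of read sampling alone (chi-square per degree of freedom).

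Values were taken as log2(FPKM + 1), and genes with a mean of at least 1 FPKM in at least 1 of the 6 groups were kept. Differences came from limma 3.58.1 with a trend in the prior variance (R 4.3.3), in 1 fit of all 10 libraries, 2-sided, with p-values adjusted by Benjamini and Hochberg over the genes kept. The threshold was 0.05, with a log2 fold change beyond 1 for counts of genes, which is where the lines of the volcano plots in Fig. 5 lie. Differences between responses are interaction terms of the same fit. Gene lists were written by hand from general knowledge for parts of the cilium, cell types, signaling pathways and metabolism, and lists that the study named were kept as such. They were tested with camera at its preset correlation of 0.01 and with the correlation estimated. For the AdKO groups, list medians were ranked among 10000 random lists matched in 50 bins of expression. Random lists draw genes independently, so a percentile does not account for genes that move together or measure variation between libraries. Enrichment used Fisher's exact test, one-sided, and clustering used average linkage on Euclidean distances of standardized genes. The steps ran in R and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

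Genes were named if the paper names them for the organoids, if they were among the 10 largest rises or falls of a comparison with an official symbol, at least 5 FPKM in the higher group and no overlap between the groups, or if they were among the 4 members of a list with the smallest p-values (2 where none passed). Results for some of these genes are not reported. The pipeline was tested on simulated data with 200 changed genes and noise independent between genes. Between AdKO_Con and AdKO_Diff, with 1 library each, 42 of 100 simulated genes with a 4-fold change were called, and for the difference between the PgrKO and F/F responses 36 of 100 were called.

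Alternatives set in advance were an unmoderated linear model, quantile-normalized and median-scaled values, no filter and a mean of at least 5 FPKM, a pseudocount of 0.1, fits of only the libraries compared and without the AdKO libraries, the replicate number as a block, each F/F or PgrKO library left out in turn, no fold minimum, and an adjusted p under 0.01. Alternatives chosen after seeing the data were voom on the recovered reads, the block within genotype and with crossed numbers, and a fit without PgrKO_Con replicate 2 and PgrKO_Diff replicate 2. The whole-oviduct sequencing, which the paper lists as a separate series, was not analysed here, and gene ontology terms and gene set enrichment analysis were not used here.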

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

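The comparisons, gene lists and thresholds were planned, and all tests of explanations, with what each would show, were chosen only after the results were seen. The results below were taken up because the responses of PgrKO and F/F organoids differ by an interaction test, or because they lie in comparisons or genes that the paper does not discuss.

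The response to differentiation differed between PgrKO and F/F organoids for 676 genes, and the median difference of 223 cilium genes was −2.15 on the log2 scale. The 676 became 461 without PgrKO_Con replicate 1 and 0 by limma without any 1 of the other 7 F/F or PgrKO libraries (2701 to 4118 genes at an unadjusted p under 0.05), and 0 with the replicate block, overall or within genotype (615 with crossed numbers), with a pseudocount of 0.1 and by voom. PgrKO_Con and F/F_Con, which the paper does not compare, differed in 96 genes. That count was 0 by limma without any 1 of the 4 libraries compared or without either F/F_Diff library (2020 to 3177 genes at an unadjusted p under 0.05), and 34 by voom. Interferon response genes had a median of 1.02 in PgrKO_Con against F/F_Con (4 of 30 passed, 26 when adjusted over the list alone). The median of cholesterol synthesis genes in PgrKO_Diff against F/F_Diff was 1.29.

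In PgrKO_Con against F/F_Con, fibroblast markers had a median of 2.92 and leukocyte and macrophage markers a median of 2.90, and both medians stay the same with a floor of 3 reads for genes at 0. Of 31 fibroblast, leukocyte and endothelial markers, 21 were higher in all 4 PgrKO than in all 4 F/F libraries, as were 13.0% of all genes. Independent libraries would give 1.43% each way by chance. PgrKO libraries with the same number went together (correlation 0.53 after removal of group means), so the share by chance is not known. Both cells of other types in the PgrKO cultures and genes switched on in epithelial cells without CDC42 predict the count of 21. Lyz2 reached 127 and 720 FPKM in the PgrKO_Con libraries, C1qa 3.85 and 77.2, Dcn 11.2 and 26.5, and Epcam stayed at 342 and 262. In an F/F group, 5 of 10 fibroblast, 3 of 13 leukocyte and 1 of 8 endothelial markers had a mean of at least 1 FPKM. The others were tested only because another group reached it. This filter favors markers that are high in PgrKO, so the medians and the count of 21 can be raised in advance. Of the fibroblast markers, 3 are in another list. In AdKO_Con against F/F_Con the median was −0.02 for leukocyte and −0.47 for fibroblast markers, and in AdKO_Diff against F/F_Diff −0.07 and −0.01. With the floor these were 0.13 and −0.64, and 0.02 and −0.02, as 6 and 5 of 13 leukocyte members were at 0 in a group. No median rose as in PgrKO_Con. Leukocyte markers had a mean log2 level of 2.55 in PgrKO_Con and 2.57 in PgrKO_Diff for replicate 1, and 5.17 and 5.77 for replicate 2. The F/F libraries were at 1.12, 1.39, 1.41 and 1. All 4 PgrKO libraries share a genotype, so loss of CDC42 alone does not account for the difference between their replicates, whose source was not tested. For the rise over F/F, with 1 AdKO library per state and members at 0, the 2 explanations cannot be told apart. The paper names no sorting of the digested isthmus cells, it stained isolated cells for cytokeratin, and it reports leukocytes and collagen in the PgrKO isthmus.

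For the lower cilium genes in PgrKO_Diff than in F/F_Diff (median −2.80), dilution of epithelial RNA by other cells is excluded as the whole cause, since the median of apical polarity and junction genes was 0.16 (SD of the members 0.51). Scaling of the libraries is excluded as well, with a median of −2.73 for the cilium genes after quantile normalization. Loss of CDC42 stays open, since the median of −1.70 in AdKO_Diff goes the same way but comes from 1 library set against the same F/F_Diff libraries. The labels of these libraries name no control infection without Cre, so an effect of infection was not separated from it here either. The paper did compare F/F organoids infected with a GFP adenovirus or with Ad-Cre, by Ac-tubulin staining and western blot. It reports fewer multiciliated cells in AdKO organoids after E2 and DBZ.

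Hypoxia and glycolysis genes had a median of −1.42 in PgrKO_Con against F/F_Con, and 3 of 18 passed (13 lower when adjusted over the list alone; camera, adjusted p = 2.58e-11; adjusted p = 0.603 with an estimated correlation). A state of the F/F_Con libraries alone is excluded, since the median was also −0.92 in PgrKO_Diff against F/F_Diff. Dilution of epithelial RNA by other cells is excluded as the whole cause, since apical polarity and junction genes had a median of 0.08 (SD of the members 0.35). The mean log2 level of these genes was 4 in the AdKO_Con library, 5.81 and 5.95 in F/F_Con and 4.36 and 3.84 in PgrKO_Con. In AdKO_Diff against F/F_Diff the median was −0.77. Loss of CDC42 stays open, since these AdKO values go the same way but come from 1 library per state set against the same F/F libraries. The labels give no culture density or oxygen level, so these were not tested.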

How the results depend on the processing

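The fits with voom on the recovered reads, with the replicate block within genotype or crossed, and without both PgrKO replicate 2 libraries were chosen only after the results were seen, and all other alternatives were set before. Where a fit leaves 1 library in a group, that library is assumed to vary like the others.

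With no fold minimum, 3055 genes were called in F/F_Diff against F/F_Con (1921 otherwise) and 4289 in PgrKO_Diff against F/F_Diff (2551 otherwise). At an adjusted p under 0.01 these numbered 237 and 1440, with 0 for PgrKO_Con against F/F_Con (96 otherwise), 0 for the response in PgrKO minus the response in F/F (676 otherwise), 3 for AdKO_Diff against F/F_Diff (829 otherwise) and 0 for AdKO_Con against F/F_Con (8 otherwise). The unmoderated linear model called 760 genes in F/F_Diff against F/F_Con, 1 in PgrKO_Diff against PgrKO_Con (0 otherwise), 1 in PgrKO_Con against F/F_Con, 11 for the PgrKO response difference, 113 in AdKO_Diff against F/F_Diff, 31 in AdKO_Diff against AdKO_Con (0 otherwise), 36 for the AdKO response difference (0 otherwise) and 35 in AdKO_Con against F/F_Con. Without a filter the counts were 1254, 1, 20, 39, 496, 54, 82 and 109 in the same order. Quantile-normalized values gave 149 genes in PgrKO_Con against F/F_Con, and a mean of at least 5 FPKM gave 5 in AdKO_Con against F/F_Con. A pseudocount of 0.1 gave 54 genes in PgrKO_Con against F/F_Con, 0 for the PgrKO response difference, 53 in AdKO_Diff against F/F_Diff and 0 in AdKO_Con against F/F_Con. With only the libraries compared, 0 genes were called in PgrKO_Con against F/F_Con, AdKO_Diff against F/F_Diff and AdKO_Con against F/F_Con.

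The replicate number as a block left 1747 genes in F/F_Diff against F/F_Con, 2469 in PgrKO_Diff against F/F_Diff, 2 in PgrKO_Con against F/F_Con and 0 for the PgrKO response difference, AdKO_Diff against F/F_Diff and AdKO_Con against F/F_Con. Within genotype it left 2026, 2330 and 80 genes in the first 3 and 0 in the last 3. Crossed numbers gave 2655 genes in PgrKO_Diff against F/F_Diff, 113 in PgrKO_Con against F/F_Con and 615 for the PgrKO response difference. After removal of group means, the correlation between libraries with the same number was −0.05 for F/F_Con and F/F_Diff and 0.53 for PgrKO_Con and PgrKO_Diff. By voom, 2275 genes were called in F/F_Diff against F/F_Con, 2954 in PgrKO_Diff against F/F_Diff, 34 in PgrKO_Con against F/F_Con, 1 in AdKO_Diff against F/F_Diff and 0 for the PgrKO response difference (3343 at an unadjusted p under 0.05) and AdKO_Con against F/F_Con. Without both PgrKO replicate 2 libraries, 267 genes were called in PgrKO_Con against F/F_Con and 0 for the PgrKO response difference.

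With 1 library left out at a time, the counts ran from 0 to 1879 in F/F_Diff against F/F_Con, from 1491 to 2804 in PgrKO_Diff against F/F_Diff, from 0 to 130 in PgrKO_Con against F/F_Con, from 0 to 461 for the PgrKO response difference, from 0 to 696 in AdKO_Diff against F/F_Diff and from 0 to 1 in AdKO_Con against F/F_Con, and stayed at 0 in PgrKO_Diff against PgrKO_Con, AdKO_Diff against AdKO_Con and the AdKO response difference.

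The odds ratio of cilium genes among up-regulated genes in F/F_Diff ran from 5.52 to 41.4 over the alternatives, and that among down-regulated genes in PgrKO_Diff from 33.2 to 119. The former has no value without F/F_Con replicate 2 or F/F_Diff replicate 2, where 0 genes were called. Of 38 gene lists, 17 passed camera at the preset correlation in F/F_Diff against F/F_Con and 0 with an estimated correlation. A distance of 1 minus Pearson's r put 4 libraries in place of 2 in the cluster with F/F_Diff.

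The 112 reported differences of single genes had 2207 values under the alternatives. Of these, 1683 were on the same side of the threshold with the same direction, 510 lost the call, 8 gained it and 6 had the opposite sign. The opposite signs were those of Mcidas and Gmnc in PgrKO_Diff against PgrKO_Con (0.08 and 0.02 without both PgrKO replicate 2 libraries) and of Cdc42 in F/F_Diff against F/F_Con (0.00 otherwise; −0.05 for median-scaled FPKM, −0.01 without F/F_Diff replicate 2, 0.00 by voom and from −0.09 without F/F_Con replicate 1 to 0.09 without F/F_Con replicate 2). The cause of these changes was not tested.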

Differences from the paper's values

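The comparisons with the paper's values were planned, and the voom fit, the replicate blocks within genotype and crossed, and the fit without both PgrKO replicate 2 libraries were chosen only after the results were seen. The paper's text states no thresholds for its counts, and the values set beside them use an adjusted p under 0.05 and a log2 fold change beyond 1, the lines drawn in its volcano plots.

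For genes down-regulated in F/F_Diff against F/F_Con, the paper's value is 1159 and the value here is 535. Of 19 alternatives set in advance, the count with no fold minimum (1090) falls within 1.5 times of the paper's value, and the other 18 do not. For PgrKO_Diff against PgrKO_Con, the paper's values are 24 up-regulated and 78 down-regulated genes, and limma called 0 and 0 here (1179 genes at an unadjusted p under 0.05, 0 by voom). None of 19 alternatives set in advance falls within either value, and the paper's sentence places these counts in PgrKO_Con compared with PgrKO_Diff, while its figure legend names the reverse order. For genes up-regulated in PgrKO_Diff against F/F_Diff, the paper's value is 1621 and the value here is 781. Of 19 alternatives set in advance, 3 fall within it, with no fold minimum (1856), with a pseudocount of 0.1 (1119) and without PgrKO_Diff replicate 1 (1174), and the other 16 do not.

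Among the regulators and basal body genes, the paper states that all rose in F/F_Diff, and of the 11 genes 6 passed here. Gmnc (log2 fold change 1.70, adjusted p = 0.101 from limma), Mcidas (1.52, 0.111), Ccno (1.47, 0.139), Deup1 (1.36, 0.167) and Cdc20b (1.36, 0.131) were above 0 and did not pass over all genes tested under any of 17 alternatives set in advance, and all 17 were above 0 for each. When adjusted over the list of 7 regulators alone, also set in advance, Gmnc and Mcidas passed. Gmnc passed with the replicate block within genotype, chosen after seeing the data. Gmnc was also below 0 in PgrKO_Diff against F/F_Diff without passing (−1.93, adjusted p = 0.0602). The paper states that Cdc42 transcripts rose with differentiation by RT-qPCR, and here the log2 fold change of Cdc42 in F/F_Diff was 0.00 (standard error 0.15, adjusted p = 1). By RT-qPCR the paper also states a rise of Akt1 and Akt2 in F/F organoids, where the log2 fold changes here were −0.45 for Akt1 (adjusted p = 0.0725) and 0.20 for Akt2 (adjusted p = 0.366). Pik3cb, which encodes p110β and is stated to rise in control organoids, had −0.33 (adjusted p = 0.118; −0.19 for Pik3ca, the p110α gene), and Akt1 and Pik3cb were below 0 under all 17 alternatives set in advance. In the clustering on cilium genes, the F/F_Diff libraries stood apart from the other 8 here as well, except with a distance of 1 minus Pearson's r. The legend of Fig. 5 gives N = 2 for each group and the paper's methods give 10 organoid libraries. Here AdKO_Con and AdKO_Diff had 1 library each, so the libraries clustered may not be the same.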

Other observations

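The lists and comparisons below were planned, and the comparison with simulated shared controls and the fit without both PgrKO replicate 2 libraries were chosen only after the results were seen.

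Differentiation of F/F organoids also lowered some genes of the interferon response, of WNT signaling and of the extracellular matrix. No gene list passed camera in this comparison with an estimated correlation. Of 30 interferon response genes, 9 fell and 1 rose (10 and 2 when adjusted over the list alone), and Ifi27l2a, induced by type I interferon, fell by 2.99 on the log2 scale (standard error 0.25, adjusted p = 0.00911 from limma). Of 10 WNT target genes, Tcf7, Lgr5, Sp5 and Ccnd1 fell (5 when adjusted over the list alone). Lgr5, which marks epithelial stem cells, fell by 2.28 (standard error 0.24, adjusted p = 0.0094), and Aldh1a3, an enzyme of retinoic acid synthesis, fell by 3.20 (standard error 0.23, adjusted p = 0.00911). Of 25 collagen and matrix genes, 7 fell (7 when adjusted over the list alone), among them Lamc1, Timp1, Mmp7 and Sparc, a collagen-binding matrix protein (−3.32, standard error 0.53, adjusted p = 0.0138). Serpinb11, a protease inhibitor of epithelia, rose by 4.99 (standard error 0.56, adjusted p = 0.00955). Without F/F_Con replicate 2 or F/F_Diff replicate 2 none of these genes passed, 1 WNT target and 1 matrix gene passed as lower without F/F_Con replicate 1, and 3 interferon response genes did without F/F_Con replicate 1 or F/F_Diff replicate 1.

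Undifferentiated PgrKO organoids already differed from F/F organoids in several genes that respond to low oxygen. Vegfa, the angiogenic growth factor gene, was at 291 ± 8.63 FPKM in F/F_Con and 11.8 ± 6.18 in PgrKO_Con (SD, n = 2 each; log2 fold change −4.60, standard error 0.52, adjusted p = 0.0442 from limma). Egln3, a prolyl hydroxylase that senses oxygen, had −4.05 (standard error 0.37, adjusted p = 0.0378), and Adm, a peptide hormone gene induced by hypoxia, had −2.62 (standard error 0.28, adjusted p = 0.0442). Aldh1a3 had −3.64 (standard error 0.23, adjusted p = 0.0271). Rtn1 and Hpgds, which rose in F/F_Diff, were higher in PgrKO_Con by 3.94 and 3.41 (standard errors 0.33 and 0.39, adjusted p = 0.0339 and 0.0442). Ifit1, an interferon-induced antiviral gene, was higher by 1.74 (standard error 0.19, adjusted p = 0.0442), the endothelial gene Cdh5 by 3.75 (standard error 0.24, adjusted p = 0.0271) and the mesenchymal filament gene Vim by 3.06 (standard error 0.36, adjusted p = 0.0442). Lyz2 and Col1a1 had 5.50 and 2.91 without passing (adjusted p = 0.102 and 0.0919). In each case both PgrKO_Con libraries lay on the same side of both F/F_Con libraries, and none of these genes passed without any 1 of the 4 libraries compared or without either F/F_Diff library.

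In the AdKO_Diff library, some genes of hypoxia and glycolysis and some p53 target genes differed from F/F_Diff. Akr1c18, which inactivates progesterone, was higher by 7.04 on the log2 scale (standard error 1.10, adjusted p = 0.0317 from limma), and A2ml1, a protease inhibitor gene, had −4.47 (standard error 0.69, adjusted p = 0.0311). Of 18 hypoxia and glycolysis genes 4 were lower (6 when adjusted over the list alone), among them Pdk1, which holds pyruvate from mitochondria (−2.15, standard error 0.23, adjusted p = 0.0253), and the lactate exporter gene Slc16a3 (−2.30, standard error 0.36, adjusted p = 0.0315). Of 18 p53 target genes 3 were higher (3 when adjusted over the list alone), among them Ccng1, a cyclin induced by DNA damage (1.52, standard error 0.21, adjusted p = 0.0292), and the cell death gene Bax (1.07, standard error 0.21, adjusted p = 0.0443), and Mki67 was higher by 1.86 (standard error 0.27, adjusted p = 0.0294). In AdKO_Con against F/F_Con, Aldh1a3 had −3.40 and the hypoxia factor gene Epas1 −2.78 (standard errors 0.28 and 0.22, adjusted p = 0.0365 and 0.0359). Basal and squamous epithelial genes had medians of 1.59 in AdKO_Con and 1.73 in AdKO_Diff against F/F, each above all 10000 random lists (percentile 100), and 5 of 11 were higher in either case when adjusted over the list alone. All of these calls ended without either F/F_Diff library, and the lone AdKO library was assumed to vary like the others. The genes given with a p-value also did not pass without either F/F_Con library. Akr1c18, A2ml1 and Bax did not pass without either PgrKO_Diff library, and Aldh1a3 and Epas1 did not pass without any 1 of the F/F or PgrKO libraries.

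Genes of the pathways on which the paper works moved little as groups. Of 28 PI3K-AKT pathway genes, 3 were higher and 1 was lower in F/F_Diff, with a median of 0.06 (2 higher and none lower when adjusted over the list alone), and Irs1, which links insulin receptors to PI3K, rose by 1.77 (standard error 0.28, adjusted p = 0.0128 from limma). In PgrKO_Diff against F/F_Diff, 8 of the 28 were higher (8 when adjusted over the list alone), among them Akt1 (0.83, standard error 0.14, adjusted p = 0.00939). Of 29 apical polarity and junction genes, Pard6a, Prkcz and Dsg2 were lower in PgrKO_Diff, and Prkcz, a kinase of the CDC42 polarity complex, had −0.99 (adjusted p = 0.00885). The chemokine and cytokine genes Ccl2, Csf1 and Cxcl15, which the paper measured in oviduct tissue, were higher in PgrKO_Diff by 2.35, 1.61 and 2.23 (adjusted p = 0.0324, 0.0337 and 0.0164). Ccl2 and Csf1 did not pass without either F/F_Con library or without PgrKO_Diff replicate 2. Without F/F_Con replicate 1, no PI3K-AKT pathway gene passed by limma in F/F_Diff, Irs1 included (adjusted p = 0.053, with 0.0792 as its highest value without 1 library), Prkcz did not pass without F/F_Diff replicate 2 (adjusted p = 0.0568), and Ccl2, Csf1 and Cxcl15 did not pass without either F/F_Diff library (adjusted p up to 0.161).

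Differences of PgrKO_Con and AdKO_Con from F/F_Con share the F/F_Con libraries, and their correlation was 0.61 where simulated libraries with no change gave 0.41, with covariances of 0.279 and 0.071. For PgrKO_Diff and AdKO_Diff against F/F_Diff, which share the F/F_Diff libraries, the correlation was 0.72 against 0.41 simulated, with covariances of 0.587 and 0.071.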
